# Acute Combination of Nitrogen Deprivation and High Irradiance Induces the Simultaneous Accumulation of Astaxanthin and Lutein in Continuous Cultures of the Microalga *Chromochloris zofingiensis*

**DOI:** 10.3390/plants15060902

**Published:** 2026-03-14

**Authors:** María Morales-Pineda, Mercedes García-González, M. Elena García-Gómez, Francisco J. Romero-Campero, Marcos Ramos-González

**Keywords:** continuous culture, astaxanthin, lutein, nitrogen availability, *Chromochloris zofingiensis*

## Abstract

Carotenoids play a central role in photosynthesis and cellular protection, and microalgae represent a sustainable platform for their commercial production. Here, we optimized the accumulation of the high-value carotenoids astaxanthin and lutein in continuous photoautotrophic cultures of *Chromochloris zofingiensis* by modulating nitrogen supply and light intensity. Reducing nitrate availability strongly promoted astaxanthin accumulation, whereas lutein levels remained largely unaffected. For 4% N in the dry biomass, accumulation of astaxanthin was highest and that of lutein lowest, while the opposite was recorded for 9% N. Average irradiance positively affected lutein accumulation independently of nitrate, whereas that of astaxanthin only increased under nitrogen-limiting conditions. Integrated transcriptomics and carotenoid profiling analysis revealed nitrogen availability as the dominant regulatory factor, with a synergistic interaction with light that enhances their individual effects. Nitrate limitation redirected metabolic flux from lycopene toward β-carotene and its subsequent conversion to astaxanthin via BKT1 overexpression, while high irradiance induced CYP97A1 and CYP97C expression, favoring lutein biosynthesis. Together, these findings demonstrate that targeted control of nitrogen and light enables the continuous and programmable production of *C. zofingiensis* biomass with a specific astaxanthin-to-lutein ratio, highlighting its potential for industrial carotenoid bioprocesses.

## 1. Introduction

Microalgae possess properties characteristic of plants, such as efficient oxygenic photosynthesis and simple nutritional requirements, along with biotechnological attributes inherent to microbial cells, including rapid growth in liquid culture and the capacity to accumulate or secrete certain metabolites. Due to these unique properties, these microorganisms are well suited for a diversity of applied biotechnological processes [1].

Microalgae are a major natural source for a variety of high-value commercial compounds, including neutral lipid triacylglycerols, high-quality protein, polyunsaturated fatty acids, and a diversity of pigments for which these photosynthetic microorganisms represent an almost exclusive renewable resource [2,3,4].

Carotenoids have a role in light harvesting and are also able to photoprotect the photosynthetic machinery from excess light by scavenging reactive oxygen species [5]. Carotenoids exhibit a broad market prospect in aquaculture, nutraceuticals, foods and cosmetics due to their exceptional antioxidant activity, their relevance as precursors of vitamin A synthesis or as macular pigments and other physiological effects [6].

Lutein is a primary carotenoid, characterized by its importance in photosynthetic and light-harvesting processes and by its storage in plastids [7]. Astaxanthin, on the other hand, is a secondary carotenoid, which is derived from primary carotenoids and is related to signaling, growth, and development processes [7]. Both have been extensively explored for food, feed dyes and feed additives in the poultry and aquaculture industries and for nutraceutical and pharmaceutical uses [8,9,10]. Astaxanthin, due to having the highest antioxidant activity known in nature, has been related to several health benefits, including neuroprotective, cardioprotective and antitumoral properties. This suggests its therapeutic potential for the prevention or co-treatment of dementia, Alzheimer, Parkinson, cardiovascular diseases and cancer [11,12,13]. On the other hand, lutein is present in the retina of the eye, acting as a strong antioxidant and filtering high-energy blue light, suggesting its beneficial effects in ocular diseases such as age-related macular degeneration, diabetic retinopathy, retinopathy of prematurity, myopia and cataracts [14,15]. Furthermore, due to its antioxidant activity, it has potentially beneficial effects on fish larvae development [16].

The flowers of Marigold (*Tagetes erecta*) represent the major commercial source of lutein [17] but present biomass and seasonality limitations that have increased the interest in its production using microalgae. A wide range of these organisms have been observed to produce lutein, such as *Chlorella*, *Muriellopsis*, *Parachlorella* and *Acutodesmus* genus [18]. Species such as *Haematococcus pluvialis*, *Dunaliella salina* and *Chromochloris zofingiensis* are the most studied species for astaxanthin production. *H. pluvialis* is especially known for its capacity to produce astaxanthin, often in response to stress conditions such as nutrient limitation [19]. The molecular basis of this response has recently been revealed [20]. *D. salina* accumulates large amounts of β-carotene, which can be converted to astaxanthin [21].

*Chromochloris zofingiensis*, a freshwater green microalga, also referred as *Chlorella zofingiensis* or *Muriella zofingiensis*, is able to grow robustly to high cell densities under photoautotrophic, heterotrophic and mixotrophic conditions [22,23,24,25,26,27], with an interesting cellular content of both lutein and astaxanthin [21,28].

Thanks to the sequencing of the *C. zofingiensis* genome and the availability of genetic tools, the understanding of carotenogenic pathways in this microalga has been greatly improved [29]. Recently, transcriptomic studies on carotenogenesis have been carried out under different conditions, including glucose induction, nitrogen limitation or deprivation, and high light [27,29,30,31,32,33,34].

In general, culture conditions that promote astaxanthin accumulation exert the opposite effect on lutein. Considerable effort has been made towards finding a combination of culture factors that promote co-accumulation of both pigments in different organisms. However, this trade-off has been found to hinder simultaneous production of astaxanthin and lutein in many microalgae species, such as *Coelastrella* sp. [35], *H. pluvialis* [36] and *Muriellopsis* sp. [37]. In contrast, *C. zofingiensis* has been shown to be an exception to this rule, being able to accumulate both compounds under nutritional stress, to an extent [27]. Although limiting nutrients in the culture media seems to be a requisite to accumulate astaxanthin and reduces lutein accumulation, light stress has been successfully applied to the enhancement of lutein levels without compromising astaxanthin ones [38,39].

The present study was conducted to assess the potential of *C. zofingiensis* for the production of lutein, astaxanthin, or both carotenoids. The effect of changes in relevant culture parameters as dilution rate, nitrate concentration in culture media and available light intensity has been analyzed under a continuous growth regime in order to understand how these factors influence carotenoid biosynthesis and accumulation in this microalga. Additionally, the most appropriate conditions favoring the simultaneous accumulation of lutein and astaxanthin have been established as a relevant issue of applied interest. Moreover, the molecular basis of the regulation underlying the response to these factors has been studied by applying joint transcriptomics and carotenoid profiling analysis, unveiling differential responses for the individual carotenogenic enzymes. Using this approach, elements that serve as links between the individual stress responses have been identified, in which the combination of both factors gives rise to outcomes on gene expression or carotenoid accumulation that do not match the sum of their individual effects.

## 2. Results and Discussion

### 2.1. High Dilution Rate Favors Astaxanthin and Lutein Accumulation

The ability of *C. zofingiensis* to accumulate significant amounts of valuable carotenoids, namely lutein and astaxanthin, has been previously demonstrated under batch culture conditions [27]. In this study, the influence of dilution rate, nitrate supply, irradiance and specific nitrate input (SNI) on the content of lutein and astaxanthin in the biomass in the continuous culture of *C. zofingiensis* was analyzed. Astaxanthin content in the biomass gradually decreased when nitrate in the culture media increased from 1 to 10 mM for all tested dilution rates (Figure 1a). The higher astaxanthin content was reached at the higher dilution rates assayed (0.5 d^−1^, 0.7 d^−1^ and 0.9 d^−1^), with more than 7 mg astaxanthin/g dry biomass at 1 mM of nitrate in culture media. Cultures operating at a dilution rate greater than 0.9 d^−1^ were washed out. However, lutein content in the biomass remained constant when nitrate availability increased in the culture media, registering values greater than 10 mg lutein/g dry biomass at high dilution rates (0.5 d^−1^, 0.7 d^−1^, 0.9 d^−1^) (Figure 1b). Lutein accumulation rose as the dilution rate increased. It also significantly increased for the 10 mM condition in comparison with 5, 4 and 3 mM. In a batch culture, astaxanthin is preferably synthesized in the later stationary phase, when the nitrogen availability is limited [27], in a similar way to our conditions in a continuous culture with low concentrations of nitrate in the culture media.

The results reflect that both carotenoids are differentially accumulated, with lutein abundance being favored by non-limiting growth conditions (primary carotenoid) and that of astaxanthin (as a secondary carotenoid) by growth-restricted conditions.

### 2.2. Nitrogen Availability Greatly Impacts Carotenoid Content

For a specific dilution rate (0.5 d^−1^), the influence of the nitrate supply on the content of the different carotenoids in the dry biomass was analyzed. Lutein levels remained virtually unchanged (~11 mg/g dry weight) for this specific dilution rate despite significant variations in the nitrate concentration in the culture media (Figure 2a), albeit with slightly higher values for the 10 mM nitrate condition compared to 5, 4, and 3, as described in Figure 1b. However, the astaxanthin level decreased with the increase in nitrogen availability in the culture media, with maximum values recorded at 1 mM nitrate (8.4 mg astaxanthin/g dry biomass) and minimum values at 10 mM nitrate (0.2 mg astaxanthin/g dry biomass). Therefore, astaxanthin accumulation is maximized under limiting nutritional conditions or environmental stress. These findings align with the notion that nitrogen availability is a key factor for inducing astaxanthin accumulation in *C. zofingiensis*, consistent with previous considerations [40], and analogously to the situation in other astaxanthin-accumulating microalgae, such as *H. pluvialis* [20].

The relative cellular levels of astaxanthin and lutein in *C. zofingiensis* are related to the N content of the biomass. Different astaxanthin and lutein contents in cells were observed in cultures grown at a dilution rate of 0.5 d^−1^ with different N content in the biomass, reflecting the differences in nitrate concentration in the culture media (Figure 2b). It can be seen that the maximum astaxanthin content occurred when the cellular N content was minimal (about 4%), reaching values greater than 0.5 mg astaxanthin/g dry biomass, and decreasing progressively as the N content increased to attain a value of 0.03 mg/g at 9% N. The lutein content followed an inverse pattern to that of astaxanthin, increasing as the cellular N content rose, reaching values greater than 3 mg lutein/g dry biomass at a high N content.

Another way to analyze the relationship between nitrate supply and astaxanthin and lutein accumulation is by referring the latter to the specific nitrate input (SNI), as described in Materials and Methods. SNI influenced the productivity of the cultures in astaxanthin and lutein (g carotenoid per g dry biomass and per day) (Figure 2c). The highest astaxanthin productivity occurred when the SNI was at its lowest (1.2 mmol N/g biomass per day), reaching concentrations of 1.22 mg/g dry biomass per day. Conversely, when the SNI approached 3.8 mmol N/g biomass per day, astaxanthin productivity dropped to 0.07 mg/g dry biomass per day. In contrast, lutein productivity exhibited an opposite trend. At the same SNI, it increased until it reached 8.2 mg/g dry biomass per day.

These results are consistent with previous reports indicating a sharp increase in astaxanthin content in *C. zofingiensis* and a reduction in lutein content under conditions of low nitrogen availability [27,40] or a high C/N ratio [41].

### 2.3. High Irradiance Increases Astaxanthin Levels Only Under Nitrogen Limitation

Incident irradiance on the culture’s surface is not the same as that available to cells inside the reactor, for which the term average irradiance (Iav) is the most appropriate. The average irradiance determines the availability of light to the average cell in the culture. It is a function of the irradiance impinging at the reactor surface, the biomass concentration, the light path of the reactor, and the extinction coefficient of the biomass [42].

The effect of the average irradiance on lutein and astaxanthin content in *C. zofingiensis* was studied in continuous cultures at a dilution rate of 0.5 d^−1^ and two nitrate concentrations (1 and 10 mM) in the culture media.

For 10 mM NaNO_3_ in the culture media, the increase in average irradiance resulted in increased lutein content, reaching 15.7 mg lutein/g at a value of 142 µE m^−2^ s^−1^ (Figure 3a). On the contrary, the astaxanthin level remained below 1 g/g, being virtually unaffected by the increase in average irradiance.

As we have just seen, changes in available irradiance affect the cellular content of *C. zofingiensis* in lutein but not in astaxanthin when N availability is not limiting. Nevertheless, the situation changes as N availability is limited (1 mM NaNO_3_ in culture media), with the accumulation of both carotenoids, astaxanthin and lutein, being responsive to light availability (Figure 3b). At an Iav value close to 500 µE m^−2^ s^−1^, lutein in dry biomass reached a value close to 30 mg/g and astaxanthin increased over 7 mg/g. Therefore, we can conclude that astaxanthin accumulation only shows a dependence on irradiance when nitrogen is limiting for cells but not when this deprivation does not exist.

### 2.4. Synergistic Effect of Nitrate and Light Stress Modulates Astaxanthin and Lutein Content Through Differential Expression of Specific Genes

Transcriptome analysis can assist the elucidation of biological processes in a global way and is receiving increasing interest in algal research. Recently, we have unveiled the molecular mechanisms that control astaxanthin biosynthesis in *H. pluvialis* [20]. Applying this experience, we used RNA-seq to relate changes at the transcriptomic level in *C. zofingiensis* to changes in the accumulation of astaxanthin and lutein in this microalga. In addition, the complete genome sequence of *C. zofingiensis* is available [29] and its annotation has been improved recently [40], which facilitates robust and biologically meaningful analysis.

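The transcriptomes came from cultures of the unicellular green alga *C. zofingiensis* kept at a dilution rate of 0.5 d-1. Nitrate in the medium (1 or 10 mM) was combined with a maximum irradiance on the reactor surface of 300 (LL) or 1000 (HL) µE m-2 s-1. Cells were taken 4 h after the light period began. Each of the 4 conditions has 3 sequenced libraries, 12 in all. The methods state that samples were collected on 3 consecutive days and analyzed by triplicate. They do not say whether the 3 libraries of a condition are these days or come from separate reactors, so p-values measure only the spread between these samples, which may be technical. Stranded mRNA libraries were read on an Illumina sequencer, mapped with HISAT2 and quantified with StringTie by the authors. The resulting expression table lists 15274 genes per library as decimal values that were read as FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library), a unit inferred from the values and not named in the sources. These values carry no read counts, so the depth of each library is unknown from them. The medians and sums differ between libraries, so the values are not quantile-normalized, and they are on the linear scale. For the comparisons, 358 genes at 0 in every library were left out, log2(FPKM + 1) of the remaining 14916 genes was quantile-normalized across the 12 libraries, and a limma model with the 4 conditions was fitted. A gene was counted as activated or repressed at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. Nitrate, light and interaction effects came from a limma model with these 2 factors, without a fold threshold. A nitrate or light effect is the mean over both levels of the other factor. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values. Levels are given as normalized FPKM with their SD over 3 libraries unless stated as deposited.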

Comparing each condition using LL 10 mM as a control unstressed condition, large differences were detected in the number of differentially expressed genes. 

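At 10 mM nitrate, higher irradiance changed few genes by 2-fold or more, and more of them fell than rose, while at the adjusted p alone 866 were higher and 846 lower. In HL 10 mM, 70 genes were activated and 168 repressed against LL 10 mM, which together are 1.60% of the 14916 genes tested with limma. The median log2 fold change was 1.28 among the activated genes and −1.22 among the repressed ones. CRTISO2 (Cz14g22040), a carotene isomerase, was among the activated genes, and 1 of the 2 genes for neoxanthin synthase, NSY Cz01g02290, was among the repressed ones. The other 23 of the 25 carotenogenic genes of Table S1 did not pass both thresholds. The gene Cz04g04050, which the files do not pair with a name, went from 626 ± 44.5 to 85.0 ± 18.7 normalized FPKM (SD, n = 3), a log2 fold change of −2.89 (standard error 0.17, adjusted p = 7.85e-06). With a pseudocount of 0.1 in place of 1, the counts were 138 activated and 259 repressed genes.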

High irradiance (HL 10 mM) individually activated 76 genes and repressed 179. 

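Lower nitrate at LL changed more genes than higher irradiance did. Most of those changed by 2-fold or more rose, while at the adjusted p alone 3179 were higher and 3757 lower. In LL 1 mM, 686 genes were activated and 438 repressed against LL 10 mM (7.54% of the genes tested with limma). CRTISO2 and CVDE (Cz13g15030), which the paper groups with the β-cyclases, were among the activated genes. BKT2 (Cz04g11250), a β-carotene ketolase, LCYe (Cz09g18310), the ε-cyclase, and NSY Cz01g02290 were among the repressed ones. The gene Cz13g08120, unnamed in the files, had a deposited FPKM of 8.13 ± 2.02 in LL 10 mM and 2615 ± 198 in LL 1 mM (SD, n = 3), a log2 fold change of 8.05 (standard error 0.13, adjusted p = 5.98e-11) after normalization. The share of activated genes rests on the normalization. It was 61.0% of the genes called here and 89.9% (1803 activated, 202 repressed) when FPKM was not quantile-normalized, and with a pseudocount of 0.1 the number of repressed genes was 715.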

Nitrogen deprivation (LL 1 mM) increased these numbers to 693 activated and 447 repressed genes. Finally, the combination of both (HL 1 mM) led to the maximum impact, with 974 activated and 637 repressed genes. 

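The condition with low nitrate and high irradiance held the most called genes of the 3 comparisons. In HL 1 mM, 973 genes were activated and 622 repressed (10.7% of the genes tested with limma). BKT1 (Cz13g13100), the other β-carotene ketolase, CRTISO2 and CVDE were among the activated genes, while LCYe, ZEP (Cz07g30060), the zeaxanthin epoxidase, and NSY Cz01g02290 were among the repressed ones. Of the genes activated in LL 1 mM, 596 were also activated in HL 1 mM, against 44.7 for independent lists, and of those repressed 400 were shared, against 18.3. HL 10 mM and HL 1 mM shared 41 activated genes (4.57 for independent lists) and 97 repressed genes (7.01). In opposite directions, 27 genes were called for this pair and 1 for LL 1 mM and HL 1 mM. Part of the excess of shared genes may come from the LL 10 mM libraries that the comparisons share. Across genes, which are not independent replicates, the log2 fold changes had a Pearson r of 0.94 for LL 1 mM and HL 1 mM and 0.23 for HL 10 mM and HL 1 mM, and a covariance of 0.416 and 0.0561. Unchanged groups simulated against the same controls had a mean r of 0.50 and a mean covariance of 0.0118 and 0.0119. That r follows from sharing controls alone when groups have no effects, so it is no bar for groups with effects. The covariance lay above the simulated mean for both pairs, so the spread between the control libraries gave only part of it. An offset common to the 3 LL 10 mM libraries was not simulated and could also add to it. How many of the shared genes come from the controls stays open. The largest rises by the rule fixed beforehand were those of Cz13g08120, with a log2 fold change of 8.53 (standard error 0.13, adjusted p = 1.59e-11), and Cz08g26250, from 11.8 ± 1.29 to 1435 ± 52.4 deposited FPKM (SD, n = 3) and a log2 fold change of 6.80 (standard error 0.12, adjusted p = 2.86e-11). The largest falls were those of Cz04g04050, from 612 ± 72.0 to 7.72 ± 2.04 deposited FPKM, and Cz01g35120, from 80.3 ± 12.0 to 0.670 ± 0.581, with log2 fold changes of −6.71 (standard error 0.17, adjusted p = 4.05e-10) and −6.03 (standard error 0.24, adjusted p = 1.38e-08). Without quantile normalization 91.2% of the called genes were activated (2679 activated, 257 repressed), against 61.0% with it, with a pseudocount of 0.1 there were 993 repressed genes, and at the adjusted p alone 3730 genes were higher and 4303 lower. Without quantile normalization, LL 1 mM and HL 1 mM shared 1693 activated and 191 repressed genes, and HL 10 mM and HL 1 mM shared 66 activated genes. With the pseudocount of 0.1, LL 1 mM and HL 1 mM shared 628 repressed genes, and HL 10 mM and HL 1 mM 72 activated genes.

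**Figure D1:**
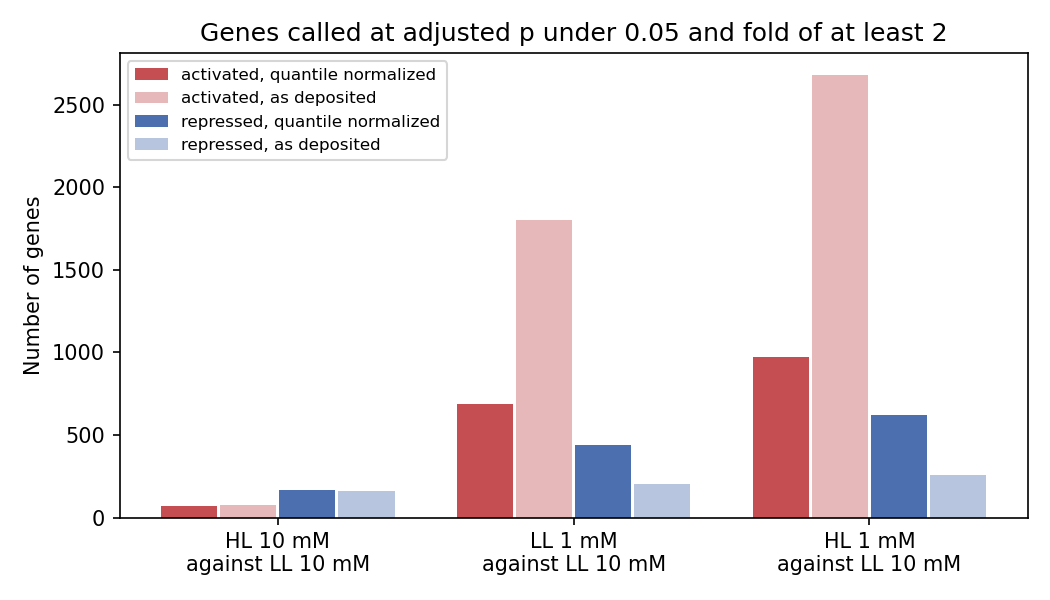
Number of genes (vertical axis) called as activated (red) or repressed (blue) in each condition against LL 10 mM, with quantile-normalized values in dark bars and with FPKM as deposited in pale bars. Without the normalization the activated genes of HL 1 mM number 2679 in place of 973, and the repressed genes 257 in place of 622.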

All conditions produced a repression of genes related to photosynthetic processes, while the activated genes were involved in different processes depending on the specific condition (Supplementary Figure S2). HL 10 mM-activated genes did not show significant enrichment in any biological process, while those in LL 1 mM were related to fatty acid biosynthesis, transport processes, and carbohydrate metabolism. The combined HL 1 mM condition showed activation in genes involved in processes similar to those in LL 1 mM, as well as mitotic and cytoskeletal organization processes.

In *C. zofingiensis*, all enzymes involved in the methylerythritol phosphate (MEP) pathway have been identified as encoded by single-copy genes [40]. Carotenoid synthesis in this microalga seems to depend on isoprenoids derived from this pathway rather than those from the mevalonate (MVA) one. It has been demonstrated that, under nitrogen deficiency, upregulation of MEP pathway does not occur [40], probably because it is not required for precursor supply, in contrast to the situation in *H. pluvialis* [20]. Our results are in agreement with these observations [41], since nitrogen limitation increases the astaxanthin content without affecting the total carotenoid content. A transcriptomic analysis of the genes encoding the enzymes involved in the carotenoid biosynthesis pathway and the contents of major carotenoids has been carried out, combining high (HL) and low (LL) light intensities with low (1 mM) and high (10 mM) nitrate concentrations in the culture media, using LL 10 mM as a control unstressed condition for all comparisons (Figure 4).

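Upstream of lycopene, the genes of carotenoid synthesis that passed the test were higher under HL alone, and most were lower under low nitrate alone, although without quantile normalization only 2 of them were. These 10 gene IDs encode phytoene synthase (PSY), the desaturases PDS and ZDS and the isomerases ZISO and CRTISO. In HL 10 mM, 5 were higher, none was lower and 5 did not pass the test, while in LL 1 mM 1 was higher, 7 were lower and 2 did not pass (limma, adjusted p under 0.05, no fold threshold). In HL 1 mM, 2 were higher and 3 lower. CRTISO2 rose in each condition, from 3.99 ± 0.827 to 20.6 ± 2.49 in HL 10 mM, 15.4 ± 1.17 in LL 1 mM and 47.9 ± 6.55 in HL 1 mM (normalized FPKM, SD, n = 3), with log2 fold changes of 2.12 (standard error 0.14, adjusted p = 1.8e-05), 1.73 (standard error 0.14, adjusted p = 6.57e-06) and 3.30 (standard error 0.14, adjusted p = 2.49e-08). ZDS (Cz10g17010) rose in HL 10 mM, with a log2 fold change of 0.50 (standard error 0.06, adjusted p = 0.000831), and PDS Cz07g17250 fell in LL 1 mM, with −0.95 (standard error 0.07, adjusted p = 3.02e-06). Of all 25 genes of Table S1, 7 were higher and 5 lower in HL 10 mM (9 and 5 when adjusted over the list alone), 3 and 14 in LL 1 mM (3 and 16), and 7 and 10 in HL 1 mM (7 and 10). The study published these genes with p-values from the same samples, so the counts over the list alone are not independent evidence. Without quantile normalization, 7 of the upstream genes were higher in HL 10 mM, 1 was higher and 2 lower in LL 1 mM, and 7 were higher and 1 lower in HL 1 mM, and PSY Cz05g32230 at 0.02, PDS Cz08g09110 at 0.11 and CRTISO1 (Cz12g03260) at 0.17 turned positive in LL 1 mM, while scaling to the median gave 1 higher and 7 lower in HL 1 mM. CRTISO1, which counted as lower in LL 1 mM and higher in HL 1 mM, lost its call in LL 1 mM in 9 of 12 fits that left out 1 library (adjusted p 0.0527 to 0.151, in every fit except those without HL 10 mM replicate 1, HL 10 mM replicate 3 or LL 1 mM replicate 2) and its call in HL 1 mM in 9 (0.0531 to 0.133, except without LL 10 mM replicate 3, HL 10 mM replicate 1 or HL 10 mM replicate 3), as well as with the replicate number as a block (adjusted p = 0.053) and with median scaling, at 0.07 (adjusted p = 0.47). PSY Cz05g32220 lost its call in LL 1 mM without LL 10 mM replicate 2 (adjusted p = 0.0525), and PDS Cz02g32280 lost its call in HL 1 mM without LL 10 mM replicate 2 (0.078), HL 1 mM replicate 2 (0.05002) or HL 1 mM replicate 3 (0.0675). In LL 1 mM, PSY Cz05g32230 passed the limma test with the replicate block (adjusted p = 0.0117), a trended and robust prior (0.0395) and median scaling (0.0112) and without LL 1 mM replicate 1 (0.0497). PDS Cz08g09110 passed there without LL 10 mM replicate 1 (0.0129), HL 1 mM replicate 1 (0.0494) or HL 1 mM replicate 3 (0.0312). It also passed with the trended and robust prior (0.045), and with genes of a mean FPKM under 1 left out before (0.0443) or after (0.0451) normalization.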

Under the low nitrate condition, an increase in the levels of secondary carotenoid content, like astaxanthin, canthaxanthin and adonixanthin, was apparent (Figure 4a), while, in the α-carotene branch, a strong reduction in α-carotene content and an increased accumulation of lutein occurred. In relation to light, the effects were similar but of a lower magnitude than those exerted by nitrate, so that high light intensities mimicked low nitrate concentrations to a reduced extent. Furthermore, a complementarity of both factors is patent, since their combination in the 1 mM HL samples gave rise to the most significant changes.

The channeling of metabolic flux to secondary carotenoids could be related to the levels of cyclases that transform lycopene into α- or β-carotene (Figure 4b). 

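The ε-cyclase gene LCYe (Cz09g18310) fell in all 3 stress conditions, under each scaling tried. Its level was 130.0 ± 6.47 in LL 10 mM, 85.5 ± 5.12 in HL 10 mM, 62.6 ± 3.00 in LL 1 mM and 47.9 ± 3.80 in HL 1 mM (normalized FPKM, SD, n = 3). The log2 fold changes against LL 10 mM were −0.60 (standard error 0.08, adjusted p = 0.000794), −1.04 (standard error 0.08, adjusted p = 3.18e-06) and −1.42 (standard error 0.08, adjusted p = 1.6e-07). CVDE (Cz13g15030) rose in the low nitrate conditions, from 8.21 ± 0.719 to 19.9 ± 0.837 in LL 1 mM and 25.7 ± 1.18 in HL 1 mM, with log2 fold changes of 1.18 (standard error 0.07, adjusted p = 5.09e-07) and 1.54 (standard error 0.07, adjusted p = 3.2e-08). In HL 10 mM its level was 9.01 ± 0.0642 and the difference did not pass the test, with a log2 fold change of 0.12 (standard error 0.07, adjusted p = 0.289). LCYb (Cz12g10170), the lycopene β-cyclase, rose in HL 1 mM, from 94.0 ± 4.00 to 115 ± 4.98 and a log2 fold change of 0.29 (standard error 0.07, adjusted p = 0.00344), though not when libraries were scaled to the same median, where it was 0.05 (adjusted p = 0.537). LCYb in HL 10 mM and CRUP (Cz07g07080) in HL 10 mM had log2 fold changes of 0.20 (adjusted p = 0.0707) and 0.21 (adjusted p = 0.072), and both passed the test without quantile normalization, at 0.40 (adjusted p = 0.00201) and 0.30 (adjusted p = 0.0325), and with median scaling, at 0.33 (adjusted p = 0.00885) and 0.24 (adjusted p = 0.0456). In LL 1 mM, LCYb stood at 0.01 (adjusted p = 0.883), turning to −0.13 with median scaling, to −0.02 without LL 10 mM replicate 3 and to −0.03 without LL 1 mM replicate 3, and CRUP stood at −0.11 (adjusted p = 0.218), turning to 0.29 (adjusted p = 0.0133) without quantile normalization. Without that step LCYb in LL 1 mM also passed the test, at 0.27 (adjusted p = 0.00399). CRUP in HL 1 mM was at 0.02 (adjusted p = 0.824) and turned to −0.04 without HL 1 mM replicate 1, while without quantile normalization it passed the test at 0.54 (adjusted p = 0.000235).

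**Figure D2:**
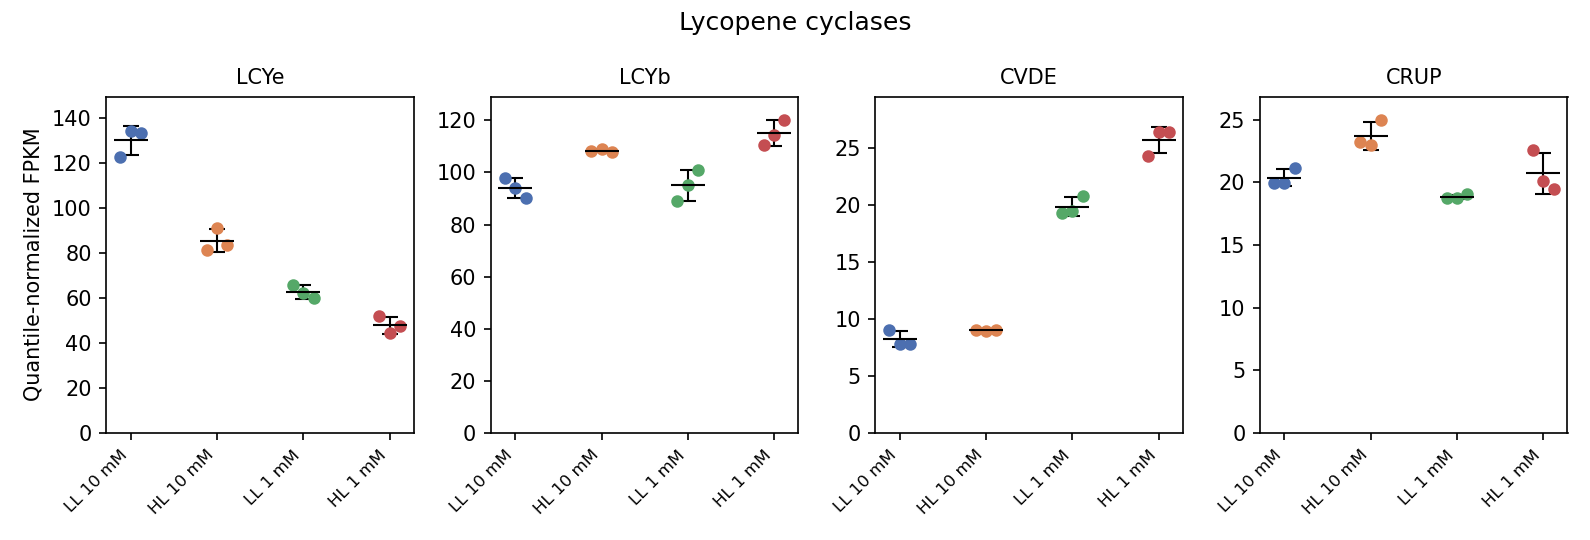
Quantile-normalized FPKM (vertical axis) of the genes that the paper groups as cyclases in the 4 conditions. Each point is 1 library, and horizontal lines and bars give the mean and SD of 3 libraries. LCYe falls and CVDE rises with low nitrate under each scaling tried, while LCYb in LL 1 mM changes sign with median scaling and CRUP in LL 1 mM without quantile normalization.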

While β-cyclases (LCYb, CVDE and CRUP) were upregulated in all conditions with respect to the control, ε-cyclase LCYe, required for α-carotene production, was strongly repressed. Thus, α-carotene production was decreased, and the available lycopene was funneled to the β-carotene branch. However, the increased expression of the hydroxylase responsible for lutein production CYP97A1 under all stress conditions, as well as CYP97C under HL conditions, would explain the slight increases observed in lutein levels by altering the lutein/α-carotene ratio. 

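CYP97A1 (Cz13g16110), a cytochrome P450 hydroxylase of the α-carotene branch, rose in HL 10 mM and did not pass the test in the low nitrate conditions. Its level was 57.6 ± 3.09 in LL 10 mM, 77.5 ± 0.686 in HL 10 mM, 63.5 ± 4.85 in LL 1 mM and 62.4 ± 1.85 in HL 1 mM (normalized FPKM, SD, n = 3). CYP97C (Cz09g07100), the hydroxylase of the ε-ring, was higher in HL 10 mM and lower in LL 1 mM and HL 1 mM, although without quantile normalization its change turned to 0.03 in LL 1 mM and 0.10 in HL 1 mM. Its level went from 95.0 ± 0.900 to 108 ± 3.11, 81.1 ± 2.85 and 81.1 ± 1.76 in these conditions. For CYP97A1 the log2 fold change was 0.42 (standard error 0.07, adjusted p = 0.00278) in HL 10 mM by limma, 0.14 (standard error 0.07, adjusted p = 0.123) in LL 1 mM and 0.12 (standard error 0.07, adjusted p = 0.174) in HL 1 mM, where median scaling turned it to −0.07. Without quantile normalization CYP97A1 passed the test in LL 1 mM at 0.41 (adjusted p = 0.000658) and in HL 1 mM at 0.47 (adjusted p = 0.000189). For CYP97C the log2 fold changes were 0.19 (standard error 0.05, adjusted p = 0.047), −0.23 (standard error 0.05, adjusted p = 0.00622) and −0.22 (standard error 0.05, adjusted p = 0.00495). The call of CYP97C in HL 10 mM was lost in 11 of the 12 fits that left out 1 library, with adjusted p of 0.0986, 0.125 and 0.0931 without LL 10 mM replicates 1, 2 and 3, 0.132, 0.116 and 0.0518 without HL 10 mM replicates 1, 2 and 3, 0.0539 and 0.0662 without LL 1 mM replicates 1 and 2, and 0.0684, 0.0688 and 0.0563 without HL 1 mM replicates 1, 2 and 3. It was also lost when genes with a mean FPKM under 1 were left out before normalization (0.0504).

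**Figure D3:**
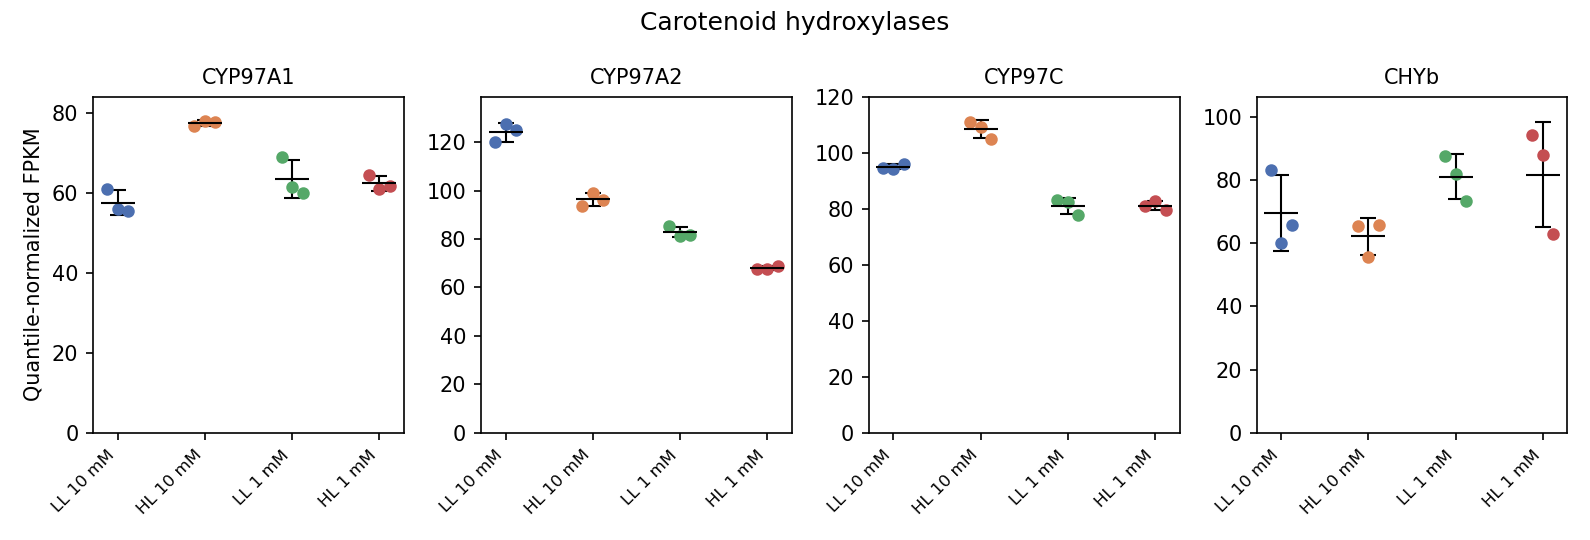
Quantile-normalized FPKM (vertical axis) of the hydroxylase genes in the 4 conditions, with 1 point per library and horizontal lines and bars for the mean and SD of 3 libraries. CYP97A1 is highest in HL 10 mM with this normalization, and the lower levels of CYP97C in LL 1 mM and HL 1 mM turn to small increases without it.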

Other studies have indicated that the reduced lutein level was related to the repression of CYP97A and CYP97C in certain stressful situations [34]. The present study would confirm that the upregulation of these enzymes could lead to lutein accumulation without compromising astaxanthin content (Figure 4c,d). Regarding astaxanthin accumulation, the lack of change in β-carotene levels is noteworthy. This behavior could be once again explained by the expression pattern of the CHYb hydroxylase responsible for zeaxanthin production. The gene encoding this enzyme increased its expression under low nitrate conditions while not undergoing significant changes when subjected to HL, with an increase in zeaxanthin levels and a reduction in the β-carotene content. 

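CHYb (Cz12g16080), the β-carotene hydroxylase, had higher mean levels at 1 mM than at 10 mM nitrate, with a wide spread between replicates. The level was 69.6 ± 12.1 in LL 10 mM, 62.3 ± 5.85 in HL 10 mM, 81.1 ± 7.17 in LL 1 mM and 81.7 ± 16.5 in HL 1 mM (normalized FPKM, SD, n = 3). None of the 3 differences from LL 10 mM passed limma's test. They were 0.23 (standard error 0.16, adjusted p = 0.274) in LL 1 mM, 0.22 (standard error 0.16, adjusted p = 0.269) in HL 1 mM and −0.15 (standard error 0.16, adjusted p = 0.604) in HL 10 mM on the log2 scale, the last turning to 0.01 without quantile normalization. Without that normalization the differences in LL 1 mM, 0.49 (adjusted p = 0.0293), and HL 1 mM, 0.54 (adjusted p = 0.0147), passed the test. The difference in HL 1 mM also passed without HL 1 mM replicate 3, at 0.40 (adjusted p = 0.0401).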

When subjected to HL, a slight increase in β-carotene levels was observed, correlating with the absence of a change in CHYb expression and the maintenance of zeaxanthin levels. Although the immediate activation of CHYb in response to HL pulses is a widely supported phenomenon, its inhibition upon prolonged exposure has been reported in previous studies [29].

On the other hand, BKT ketolases convert β-carotene into canthaxanthin, zeaxanthin into adonixanthin and the latter into astaxanthin. Recent studies with mutants of this protein [43] suggested that BKT1 was the enzyme responsible for the catalysis of most of these steps, whereas BKT2 should only have a role in the transformation of zeaxanthin to astaxanthin. However, the expression patterns of both genes in our study conditions showed a high correlation of BKT1 levels with those of adonixanthin and astaxanthin (0.96 and 0.98, respectively), while BKT2 correlated negatively with them (−0.70 and −0.63), suffering a significant inhibition in low nitrate conditions. 

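The β-carotene ketolase genes moved in opposite directions in HL 1 mM after quantile normalization, while without it BKT2 did not pass the test there. BKT1 (Cz13g13100) rose from 27.8 ± 3.31 in LL 10 mM to 62.9 ± 9.46 in HL 1 mM (normalized FPKM, SD, n = 3), and every library of HL 1 mM lay above every library of the other conditions. BKT2 (Cz04g11250) fell from 4.70 ± 1.53 to 1.20 ± 0.0542 in LL 1 mM and 2.10 ± 0.593 in HL 1 mM. For BKT1 the log2 fold change was 1.14 (standard error 0.13, adjusted p = 3.33e-05) in HL 1 mM by limma. In LL 1 mM its level was 34.0 ± 1.14, and the log2 fold change of 0.29 (standard error 0.13, adjusted p = 0.0906) did not pass the test, although without quantile normalization it was 0.62 (adjusted p = 0.00477). For BKT2 the log2 fold changes were −1.34 (standard error 0.21, adjusted p = 0.000497) and −0.87 (standard error 0.21, adjusted p = 0.00505), and on the log2(FPKM + 1) scale they understate the change of a gene at this level. The fall of BKT2 in HL 1 mM depended on the normalization, since without it the log2 fold change was −0.01 (adjusted p = 0.978). Carotenoid contents were not analysed here.

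**Figure D4:**
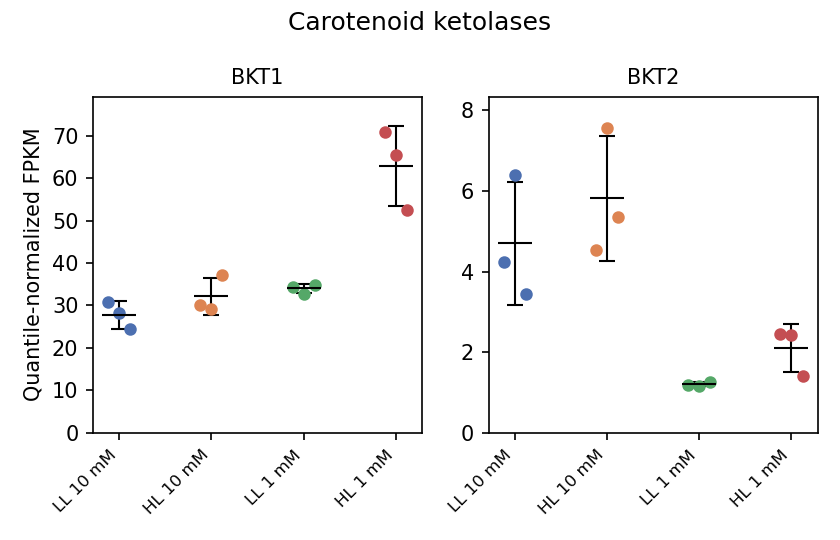
Quantile-normalized FPKM (vertical axis) of BKT1 and BKT2 in the 4 conditions, with 1 point per library and horizontal lines and bars for the mean and SD of 3 libraries. BKT1 is highest in HL 1 mM, and BKT2 is lower in the conditions with 1 mM nitrate, although in HL 1 mM its fall is not seen without quantile normalization.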

Under HL stress exclusively, BKT1 overexpression was lower than under nitrate stress, while BKT2 was slightly upregulated. This resulted in smaller increases in the levels of these ketocarotenoids relative to those under nitrate stress, suggesting that BKT1 was primarily responsible for catalyzing these reactions. 

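With high irradiance at 10 mM nitrate, neither ketolase gene passed the test. BKT1 was at 32.1 ± 4.30 and BKT2 at 5.82 ± 1.56 normalized FPKM in HL 10 mM (SD, n = 3). Their log2 fold changes against LL 10 mM from limma were 0.20 (standard error 0.13, adjusted p = 0.361) and 0.27 (standard error 0.21, adjusted p = 0.464). Compared directly, BKT1 in LL 1 mM exceeded BKT1 in HL 10 mM by 0.09 on the log2 scale (standard error 0.13, adjusted p = 0.591), a difference that did not pass the test. BKT2 was lower in LL 1 mM than in HL 10 mM, with a log2 difference of −1.60 (standard error 0.21, adjusted p = 0.000133).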

The lower catalytic role of BKT2 could be related to situations where BKT1 was not expressed but basal levels of astaxanthin were needed. This is in line with a previous report of trace amounts of astaxanthin when only BKT2 is active [43].

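ZEP (Cz07g30060), the zeaxanthin epoxidase, fell in all 3 stress conditions, and for violaxanthin de-epoxidase (VDE) and neoxanthin synthase (NSY) 1 gene ID of each rose and the other fell at HL 1 mM. These directions at HL 1 mM held under each scaling tried. ZEP had 112 ± 3.01 normalized FPKM in LL 10 mM, 62.7 ± 5.99 in HL 10 mM, 65.8 ± 4.48 in LL 1 mM and 53.7 ± 2.08 in HL 1 mM (SD, n = 3). Its log2 fold changes by limma were −0.83 (standard error 0.08, adjusted p = 0.000123), −0.76 (standard error 0.08, adjusted p = 3.51e-05) and −1.04 (standard error 0.08, adjusted p = 2.05e-06). VDE Cz06g01120 rose in LL 1 mM, from 24.4 ± 0.702 to 34.7 ± 1.17, with a log2 fold change of 0.49 (standard error 0.07, adjusted p = 0.000321). The more abundant VDE Cz06g02070 fell from 114 ± 2.48 to 71.6 ± 0.601, with −0.66 (standard error 0.06, adjusted p = 2.14e-05). NSY Cz15g04070 was at 16.3 ± 1.36 in LL 10 mM and 22.7 ± 1.03 in HL 1 mM, where its log2 fold change was 0.46 (standard error 0.09, adjusted p = 0.00126), while in LL 1 mM it was 0.17 (adjusted p = 0.136) and passed the test without quantile normalization, at 0.59 (adjusted p = 0.00124). NSY Cz01g02290 fell from 39.4 ± 6.66 to 15.1 ± 0.996 in LL 1 mM and 14.6 ± 0.900 in HL 1 mM, with log2 fold changes of −1.31 (adjusted p = 2.6e-05) and −1.37 (adjusted p = 1.16e-05). Gene IDs of the same enzyme could share reads, and how the quantification treated such reads is not given in the sources used here.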

The underexpression of ZEP in all conditions and the overexpression of VDE and NSY upon nitrate stress led to an accumulation of zeaxanthin and neoxanthin in this condition at the expense of antheraxanthin and violaxanthin.

Based on the above data, an analysis was carried out to determine which factor had a greater effect on the biosynthesis of each carotenoid (Figure 4a,b). Moreover, it was studied whether, in the presence of both factors, the effect was merely additive or whether there was a synergy that modified the regulation. A generalized effect of both nitrate and light and a synergistic interaction between them were observed. 

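For the nitrate and irradiance steps used, nitrate affected far more genes than light did. The nitrate effects at LL and at HL were correlated across genes. Irradiance was set at the reactor surface, and the paper states that the light available to the average cell also depends on biomass concentration. Biomass was not analysed here, so the nitrate effect may include a difference in light per cell. In the limma model with both factors, 9619 of 14916 genes (64.5%) had a nitrate effect, 4144 higher and 5475 lower at 1 mM, and without quantile normalization 9185 were higher and 1486 lower. A light effect was found for 1456 genes, 792 higher and 664 lower in HL, against 592 and 648 with median scaling and 2105 and 395 without quantile normalization. An interaction was found for 817 genes, 463 positive and 354 negative, and for 1582 with the replicate number as a block. Of the 25 carotenogenic genes, 21 had a nitrate effect, 13 a light effect and 4 an interaction (21, 17 and 7 when adjusted over the list alone, a list whose p-values from these samples the study had published). Across genes, which are not independent replicates, the nitrate effects at LL and at HL had a Pearson r of 0.84 and a Spearman rho of 0.80, and these comparisons share no library. The nitrate and light main effects had an r of 0.23 and a rho of 0.15, and r was 0.11 with a pseudocount of 0.1. The number of interactions moved by over 1.5 times in 10 of the 12 fits that left out 1 library, to 371 and 350 genes without LL 10 mM replicates 2 and 3, 377 and 331 without HL 10 mM replicates 1 and 2, 309, 205 and 1414 without LL 1 mM replicates 1, 2 and 3, and 405, 326 and 376 without HL 1 mM replicates 1, 2 and 3. Of the carotenogenic genes, 7 had an interaction without quantile normalization, and 2 without LL 10 mM replicate 2, HL 10 mM replicate 1, HL 10 mM replicate 2 or LL 1 mM replicate 2.

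**Figure D5:**
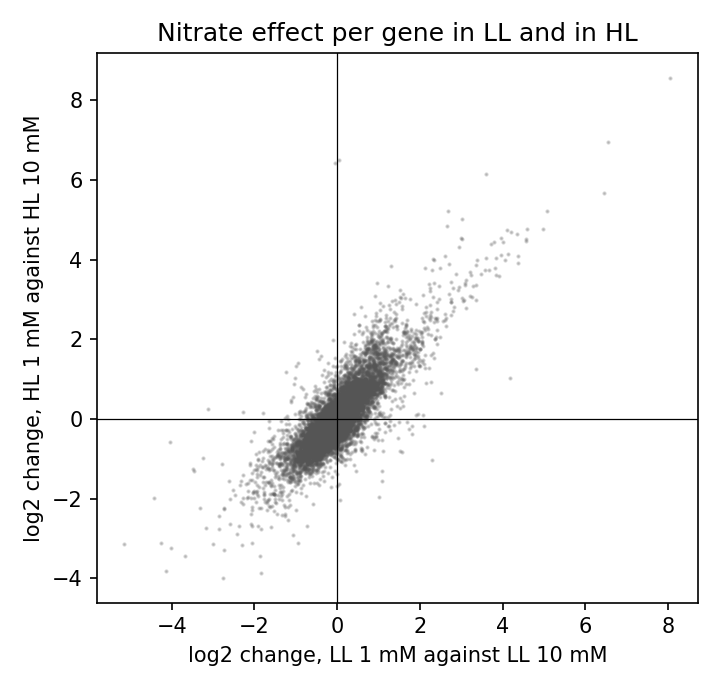
Log2 change from 10 to 1 mM nitrate for each of 14916 genes at LL (horizontal axis) and at HL (vertical axis), with 1 point per gene. The points spread along the diagonal, with a Pearson r of 0.84.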

A clear example of such an interaction occurred in astaxanthin, where the increase in its levels in HL 1 mM was greater than the sum of the separated effects of nitrate (LL 1 mM) and light (HL 10 mM) (Figure 4c).

In terms of the significance of the effect on the content of all carotenoids, nitrate concentration triggered a more significant effect than that exerted by light (Table S1). 

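Averaged over the levels of the other factor, BKT1 had an effect of nitrate and of light, and BKT2 an effect of nitrate. In the limma model with both factors, BKT1 was higher at 1 mM nitrate by 0.62 (adjusted p = 0.000136) on the log2 scale and higher in HL by 0.53 (adjusted p = 0.00372). Both averages rest mainly on HL 1 mM, where the mean level was 62.9 normalized FPKM. It was 27.8 in LL 10 mM, 32.1 in HL 10 mM and 34.0 in LL 1 mM, and neither of the last passed the test against LL 10 mM after quantile normalization. BKT2 was lower at 1 mM nitrate, at −1.24 (adjusted p = 1.74e-05), and its light effect was 0.37 (adjusted p = 0.149), with an adjusted p of 0.0418 when adjusted over the list alone. Without quantile normalization the nitrate effect of BKT2 was −0.45 (adjusted p = 0.0195), a smaller one, and the directions of these effects were the same there and with median scaling. For BKT1 each of these effects had a standard error of 0.09, and whether the nitrate effect exceeds the light effect was tested as the difference of LL 1 mM from HL 10 mM, which for BKT1 did not pass the test.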

For individual genes, the effect of nitrate was predominant on ketolases responsible for producing ketocarotenoids. 

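Of the 4 genes that the paper groups as cyclases, CVDE among them, 3 had a nitrate effect and 3 a light effect. Of the 4 hydroxylase genes, 3 and 2 had these effects in the limma model with both factors. LCYe was lower at 1 mM nitrate, at −0.93 (adjusted p = 2.29e-07) on the log2 scale, and lower in HL, at −0.49 (adjusted p = 0.000374). CVDE was higher at 1 mM nitrate, by 1.30 (adjusted p = 5.16e-09), and higher in HL, by 0.24 (adjusted p = 0.0102), the light effect being 0.18 (adjusted p = 0.0813) with median scaling. LCYb had a light effect of 0.24 (adjusted p = 0.00724), and its nitrate effect of 0.05 (adjusted p = 0.381) was 0.23 (adjusted p = 0.000945) without quantile normalization and −0.21 (adjusted p = 0.00474) with median scaling. CRUP was lower at 1 mM nitrate at −0.15 (adjusted p = 0.0192) but higher, by 0.26 (adjusted p = 0.00212), without quantile normalization. Its light effect was 0.17 (adjusted p = 0.0526), and it passed the test without quantile normalization, at 0.27 (adjusted p = 0.0107).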

Regarding hydroxylases and cyclases, both effects had an overall similar influence, with one or the other being more significant depending on the specific enzymes (Table S1). Finally, although the interaction between both factors did not modify the regulation of cyclases, except for CVDE, it did affect the enzymes in charge of producing the final compounds of the pathway, such as CYP97A1, CYP97C and BKT1, allowing the integration of stress signals to alter their final accumulated amounts. It should be noted that, in steps where catalysis was carried out by several enzymes, as in the hydroxylation of α-carotene to lutein, some enzymes responded to nitrate concentration (CHYb), others to light intensity (CYP97A1) and others to both (CYP97A2 and CYP97C), which also occurred in the case of β-cyclases.

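The light response of CYP97A1 differed between nitrate levels. No gene that the paper groups as a cyclase had an interaction past the adjusted threshold over all genes. For CYP97A1 the interaction, the light effect at 1 mM minus that at 10 mM nitrate, was −0.45 (standard error 0.10, adjusted p = 0.0306) on the log2 scale by limma. For BKT1 it was 0.66 (standard error 0.18, adjusted p = 0.0586), and 0.0205 when adjusted over the list alone. BKT1 was higher in HL than in LL at 1 mM nitrate, by 0.86 (standard error 0.13, adjusted p = 0.0039). CYP97C had an interaction of −0.19 (standard error 0.08, adjusted p = 0.169) and CVDE of 0.23 (standard error 0.10, adjusted p = 0.178), with unadjusted p of 0.0323 and 0.0357. Among the other genes grouped as cyclases, LCYe stood at 0.22 (adjusted p = 0.257) and CRUP at −0.08 (adjusted p = 0.653). LCYb stood at 0.07 (adjusted p = 0.695), turning to −0.08 without quantile normalization and −0.15 with median scaling. CYP97C passed the threshold without quantile normalization, at −0.31 (adjusted p = 0.0435), and BKT1 without HL 10 mM replicate 3 (adjusted p = 0.0371), without HL 1 mM replicate 3 (0.0377) and with a robust, trended prior (0.0441). The call of CYP97A1 was lost without LL 10 mM replicates 2 and 3 (adjusted p = 0.0684 and 0.0699), HL 10 mM replicates 1 and 2 (0.0568 and 0.0639), LL 1 mM replicates 1 and 2 (0.0603 and 0.0661) and HL 1 mM replicates 2 and 3 (0.0656 and 0.064).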

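Among the hydroxylases, CHYb had a nitrate effect, CYP97A1 a light effect and CYP97A2 (Cz09g14130) both. CHYb was higher at 1 mM nitrate by 0.30 (adjusted p = 0.0338) on the log2 scale in the limma model with both factors, but with median scaling the effect was 0.08 (adjusted p = 0.554). Its light effect was −0.08 (adjusted p = 0.748), and 0.03 (adjusted p = 0.89) without quantile normalization. CYP97A1 was higher in HL, by 0.20 (adjusted p = 0.0243), a mean of light effects of 0.42 at 10 mM and −0.02 at 1 mM nitrate. Its nitrate effect of −0.09 (adjusted p = 0.143) turned to 0.13 (adjusted p = 0.0357) without quantile normalization and was −0.30 (adjusted p = 0.000445) with median scaling. CYP97A2 was lower at 1 mM nitrate, at −0.54 (adjusted p = 6.04e-07), and lower in HL, at −0.32 (adjusted p = 0.000367). CYP97C was lower at 1 mM nitrate, at −0.32 (adjusted p = 3.02e-05), and its light effect of 0.09 (adjusted p = 0.164) passed when adjusted over the list alone (0.0462) and without quantile normalization, at 0.22 (adjusted p = 0.00478). From carotenoid contents and the nitrate and light responses of the pathway genes, the paper proposes that expression of the separate enzymes is coordinated. In that proposal, low nitrate steers lycopene through the cyclases to β-carotene and on to astaxanthin by way of BKT1. The proposal also has high irradiance turning the α-carotene that remains into lutein through CYP97A1 and CYP97C. Carotenoid contents were not analysed here.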

Taken together, these results point to a greater impact of nitrate concentration on the generation of secondary carotenoids without ruling out the role of irradiance, both as an independent factor and as a modulator of the response to nitrate, as it has been shown to boost salinity stress response [44]. Moreover, an orchestration of the gene expression of the different enzymes is postulated to explain the final accumulation of the compounds of interest, lutein and astaxanthin, in the different conditions under study. Specifically, nitrate deprivation causes the channeling of carbon flux towards β-carotene through the control of the corresponding cyclases and its transformation into astaxanthin via the overexpression of BKT1. Additionally, high irradiance transforms the limited remnant of α-carotene into lutein by stimulating the expression of CYP97A1 and CYP97C. This results in the co-accumulation of lutein and astaxanthin, whose ratio can be adjusted based on nitrate content in the culture media and irradiance to achieve the desired values.

## 3. Materials and Methods

### 3.1. Strain and Culture Conditions

The microalga *C. zofingiensis* CCAP 211/14 was obtained from the Culture Collection of Algae and Protozoa, Ambleside (UK). Arnon medium [45] was modified to contain 4 mM K_2_HPO_4_ and different NaNO_3_ concentrations.

Experiments were performed in glass photobioreactors with 2 L capacity (0.07 m diameter, 0.5 m height) containing 1.8 L cell suspension. Agitation was provided by continuous bubbling air (~30 L per L of culture per h). The temperature of the culture was maintained at 25 °C by circulating water in reactor jacket. pH was maintained at 7.5 by pure CO_2_ injection on demand, using a pH-stat system. The cultures were illuminated by means of six white-light lamps (Osram ecopack-FQ24W/840HO, Munich, Germany) surrounding the photobioreactor. The irradiance impinging on the reactor surface was regulated by an automated system to simulate a solar neutral cycle (12 h light/12 h dark) increasing gradually from dark until a maximum irradiance (1000 µE m^−2^ s^−1^) on the reactor surface and decreasing again until dark. The incident irradiance (Io) was measured using a 4π quantum scalar irradiance sensor QSL-100 (Biospherical Instrument, San Diego, CA, USA). Six photobioreactors were inoculated simultaneously with batch-grown cells and operated on a batch regime for 3 days to reach an appropriate cell density. Henceforth, the reactors were switched to operate in continuous mode feeding continuously with culture media at different dilution rates (0.1; 0.3; 0.5; 0.7 and 0.9 d^−1^) only during the period of illumination. For each dilution rate, 6 different nitrate concentrations in the culture media (1; 2; 3; 4; 5 and 10 mM NO_3_Na) were tested. Samples for analytical determinations were collected 4 h after the beginning of the light period for at least four consecutive days of steady state and analyzed by duplicate.

Equation (1) was used to determine the average irradiance (Iav) as a measure of light availability for the cells, which is a function of the incident irradiance in the reactor (Io), biomass concentration (Cb), path of the light (p), and extinction coefficient (Ka) [42]. The value of the extinction coefficient for this microalga (as a function of the pigment content of the biomass) was 0.1. Nitrate availability was quantified as specific nitrate input (SNI) according to Del Rio et al. [46], where D is the dilution rate, as in Equation (2).

(1) Iav = Io/Ka·p·Cb (1 − exp ^(−Ka·pCb)^)

(2) SNI = [NO_3_^−^]·D/Cb

For transcriptomic analysis, *C. zofingiensis* was grown at a fixed dilution rate of 0.5 d^−1^ under two nitrate concentrations in the culture media (1 and 10 mM) and two maximum irradiance values on the reactor surface: 1000 µE m^−2^ s^−1^ for high light condition (HL) and 300 µE m^−2^ s^−1^ for low light condition (LL). Samples for analysis were collected for three consecutive days at 4 h after the start of the light cycle and analyzed by triplicate.

### 3.2. Analytical Methods

Biomass concentration was determined by dry weight measurement. For this purpose, 5–10 mL (per duplicate) aliquots of the cell suspension were filtered through a 1.2 µm Whatman GF/C filter paper, washed with distilled water, and the filters containing the cells were dried in an oven at 80 °C for 24 h. Astaxanthin, lutein and total carotenoid content of *C. zofingiensis* were determined in extracted cells of lyophilized biomass.

Carotenoid extraction was achieved following the method proposed by Del Campo et al. [27]. Darkness was maintained during the entire process to avoid pigment degradation. In total, 5 mg of lyophilized biomass was added to a hermetic tube containing 1 mL of glass beads (0.25 mm diameter) and 1 mL of pure acetone. Three disrupting cycles (60 s agitation–60 s incubation on ice) were applied using Mini-Beadbeater (BioSpec Products, Bartlesville, OK, USA). After centrifugation for 5 min at 13,000× *g*, cellular extracts were collected and saved in new tubes. Again, 1 mL of pure acetone was added to wash glass beads, which were then centrifuged, and the supernatant was collected. This process was repeated until the supernatant turned colorless. Supernatants were pooled together in the same tube and acetone was evaporated using a nitrogen gas stream. Finally, 350 μL of acetone was added for HPLC analysis, as previously described [27]. Values shown are mean ± SD of at least four determinations per duplicate.

Nitrogen present in the biomass was determined by elemental analysis of washed and dried samples using a CHNS-O elemental analyzer (FlashEA 1112 Series, Thermo, Rodano, Italy).

Nitrate concentration in the medium was quantified spectrophotometrically at 210 nm in the supernatant resulting from centrifugation of the cell suspension (3000× *g*, 5 min), as previously described [47].

### 3.3. RNA-Seq Data Generation and Processing

RNA extraction was performed using mechanical disruption of the frozen cell pellets in a Mini Bead Beater (Biospec Products) mixed with 0.5 mm glass beads in the presence of an extraction buffer consisting of phenol:chloroform (1:1, *v*/*v*). Subsequently, RNA was purified using ISOLATE II RNA Plant Kit (Bioline, London, UK) following manufacturer’s instructions. RNA integrity number (RIN) was computed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) producing values greater than 8 per sample. Sequencing libraries were generated according to Illumina TruSeq Stranded mRNA protocol and sequenced on an Illumina NextSeq 500 sequencer (San Diego, CA, USA) producing approximately 17 million 150 nt long reads per sample.

Quantification of gene expression from raw reads was performed using the computational pipeline MARACAS [48], selecting *C. zofingiensis* genome sequence assembly and annotation v5.6 as reference genome [29]. Software used for quality control, read mapping, transcript assembly and gene expression quantification during the pipeline were FastQC v0.12.0, HISAT2 (v2.1) and StringTie (v.2.2.1), respectively [49]. 

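Before any normalization, the libraries from 1 mM nitrate had higher values for most genes than those from 10 mM. The median FPKM over genes was 13.2 ± 0.725 in LL 10 mM, 13.7 ± 0.883 in HL 10 mM, 18.3 ± 0.628 in LL 1 mM and 20.4 ± 0.544 in HL 1 mM (SD, n = 3). The 100 most abundant genes held 44.1% ± 1.35 of the summed FPKM in LL 10 mM, 38.3% ± 1.31 in HL 10 mM, 29.9% ± 0.882 in LL 1 mM and 25.5% ± 0.349 in HL 1 mM. Against LL 10 mM, the median log2 difference over all genes was 0.06 in HL 10 mM, 0.31 in LL 1 mM and 0.41 in HL 1 mM as deposited, and 0.02, −0.04 and −0.05 after quantile normalization. Changes of BKT1, BKT2, the cyclases and the hydroxylases are therefore relative to a shift of this size, which the normalization removes. With each library scaled to the same median of expressed genes, the share of activated genes among those called was 25.3% in HL 10 mM, 65.8% in LL 1 mM and 62.7% in HL 1 mM.

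**Figure D6:**
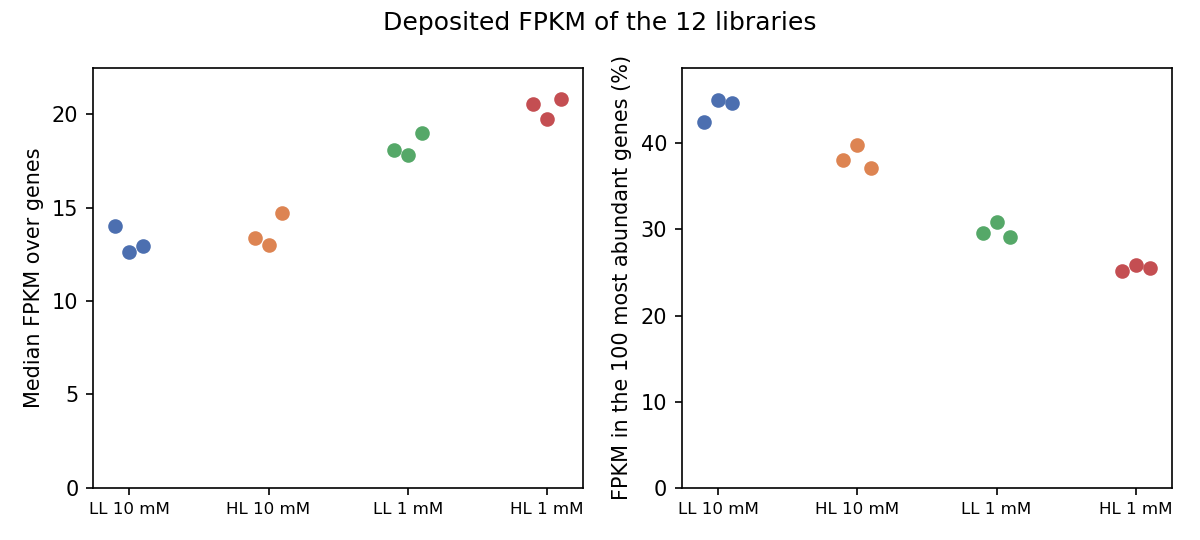
Median FPKM over genes (left) and percent of the summed FPKM in the 100 most abundant genes (right) for each of the 12 libraries as deposited, by condition, with 1 point per library. The medians of the LL 1 mM and HL 1 mM libraries lie above those of the LL 10 mM and HL 10 mM libraries, and their shares of the 100 most abundant genes lie below.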

Quantile normalization was determined to be the most adequate for our data, based on the results of Bioconductor R package NormalyzerDE(v1.28.0) [50]. 

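Libraries of the same condition were closer to each other than to libraries of the other nitrate level. Across genes, which are not independent replicates, the Pearson r of normalized log2 values was 0.987 to 0.996 between libraries of the same condition, 0.975 to 0.992 between LL and HL at the same nitrate, and 0.930 to 0.967 between nitrate levels. The first principal component held 68.9% of the variance and separated 1 mM from 10 mM nitrate, and within 1 mM it also separated HL from LL. The second held 9.59% and separated HL from LL at 10 mM nitrate, and the third held 6.25% and separated HL from LL at 1 mM.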

The presence of low levels of noise in our three replicates was confirmed using Principal Component Analysis (PCA) (Figure S1). We obtained a high overall alignment rate, which suggests that sequencing had been performed accurately and that most reads had been correctly mapped to their corresponding genomic location. Differentially expressed genes were determined based on a fold change threshold and adjusted *p*-value thresholds of 2 and 0.05, respectively. Gene Ontology enrichment analysis was performed for BP GO terms based on the corresponding genome version annotation from Phytozome [51] and employing an adjusted *p*-value threshold of 0.05.

The effects of each factor and their interplay were determined using two-way ANOVA analysis with interaction on the levels of carotenoids and the genes involved in their biosynthesis. Genes identifiers were retrieved from the literature and Phytozome [51]. ANOVA assumptions of normality and homoscedasticity were tested using the Kolmogorov–Smirnoff test and the Levene test, respectively. For cases where the interaction was not significant, the test was recomputed without the interaction factor to better estimate the *p*-value associated with nitrate and light. The correlation between gene expression levels and carotenoid content was determined using Pearson’s method from the mean expression and mean carotenoid content matrices in each condition.

## Figures and Tables

**Figure 1:**
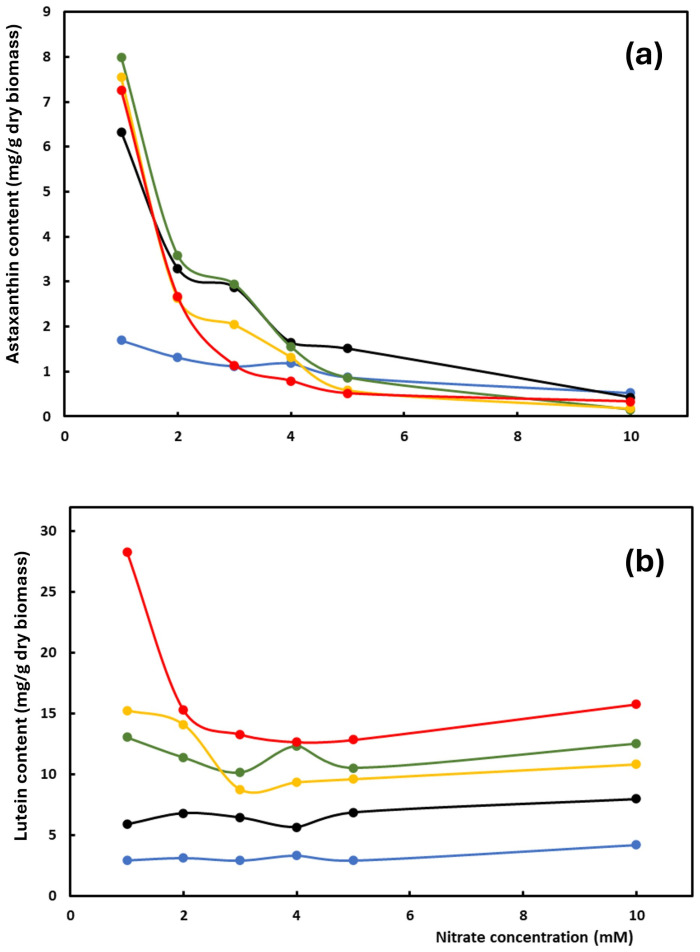
Influence of nitrate concentration in culture media on the content of (**a**) astaxanthin and (**b**) lutein in the biomass of continuous cultures of *C. zofingiensis* at different dilution rates: 0.1 d^−1^ (blue), 0.3 d^−1^ (black), 0.5 d^−1^ (green), 0.7 d^−1^ (yellow) and 0.9 d^−1^ (red).

**Figure 2:**
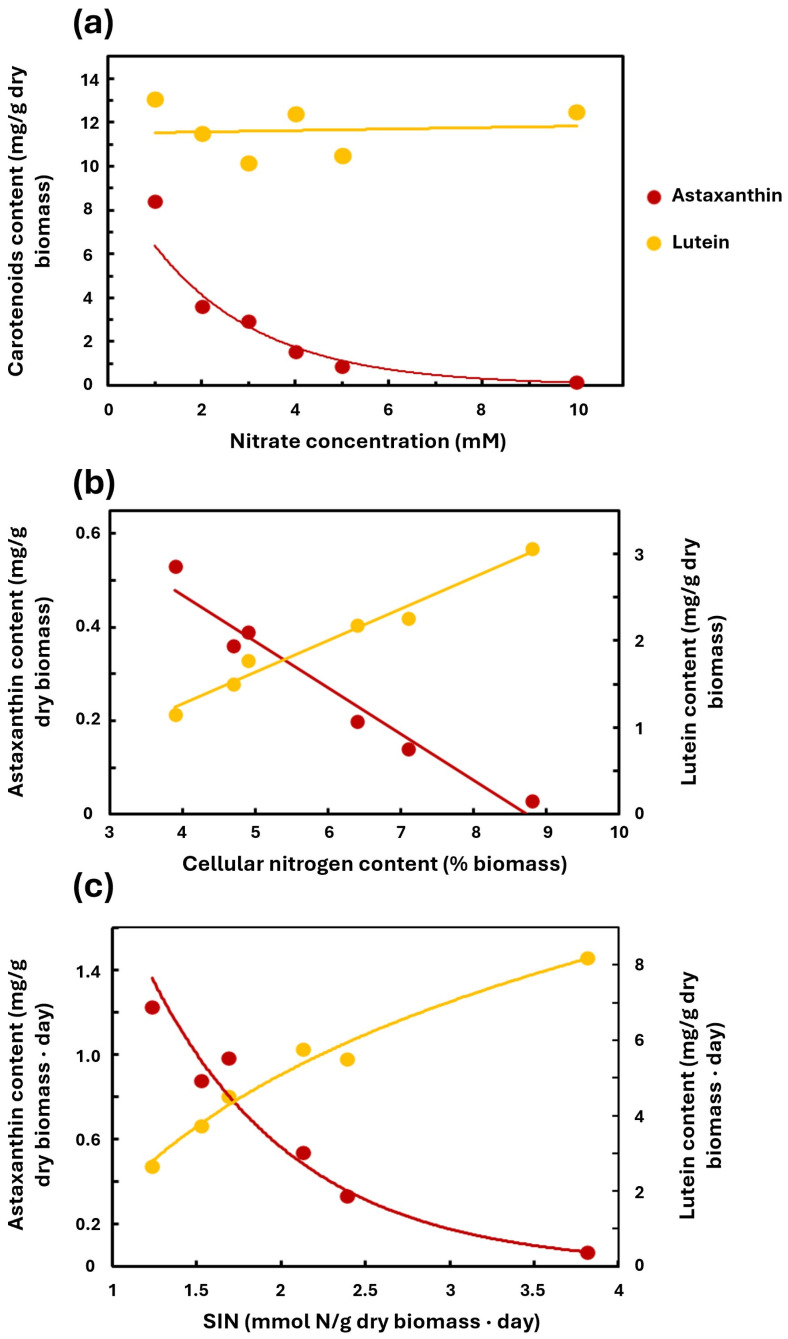
Effect of nitrate supply on the content of astaxanthin (red) and lutein (yellow). (**a**) Effect of nitrate concentration in the culture media on the content of each carotenoid per g of dry biomass. (**b**) Effect of cellular nitrogen content on the content of each carotenoid per g of dry biomass. (**c**) Effect of SNI on the content of each carotenoid per g of dry biomass by day. Measures taken in continuous culture at a dilution rate of 0.5 d^−1^. Culture conditions as in Figure 1. Content of astaxanthin is depicted in red and lutein in yellow.

**Figure 3:**
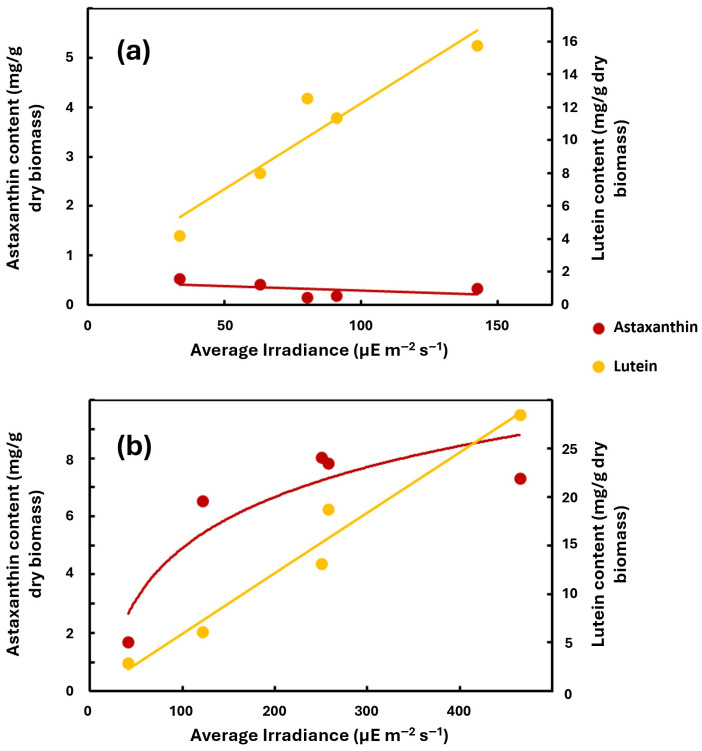
Effect of average irradiance on astaxanthin (red) and lutein (yellow) content in the biomass in continuous culture grown at 10 mM (panel (**a**)) and 1 mM (panel (**b**)) nitrate in the culture media.

**Figure 4:**
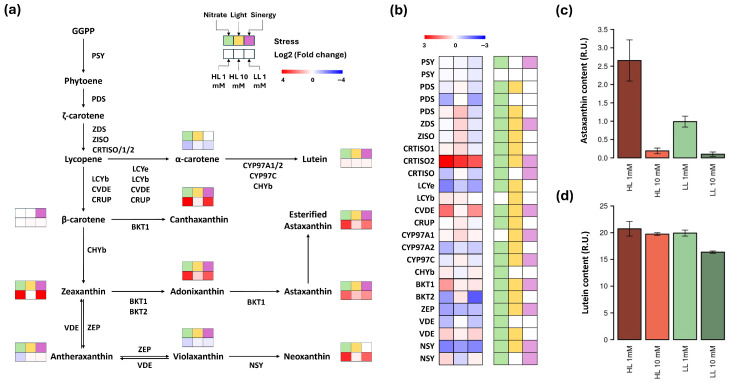
Transcriptomic and carotenoid profiling of carotenoid biosynthetic pathway. (**a**) Carotenoid biosynthetic pathway with the enzymes involved in each step. The content of each pigment is represented as the fold change in the comparison between each condition and the LL 10 mM control, with the order indicated in the legend. The significance of the effect of nitrate, light, and the synergy of the two are represented in green, yellow, and purple, respectively. (**b**) Expression level of each of the genes encoding for the enzymes in the pathway and the significance of their response to each stress, which has the same color code as in panel (**a**). (**c**) Astaxanthin content in each of the four conditions, measured in relative units of peak area. (**d**) Lutein content in each of the four conditions, measured in relative units of peak area.

## Data Availability

RNA-seq data generated in this study will be freely available from the Gene Expression Omnibus (GEO) database under the accession number GSE317028. The data analysis code developed using the statistical programming language R is freely available from the following GitHub repository https://github.com/ramosgonzmarc/Cz (accessed on 10 March 2026).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/plants15060902/s1, Table S1: Significance analysis for the effect of light, nitrate and their interaction on the levels of the different carotenoids and main carotenogenic enzymes. Both gene IDs and common names are provided for the latter. First three columns indicate the corresponding *p*-values from ANOVA analysis of each factor.; Figure S1: Principal Component Analysis showing global gene expression similarity of the different samples grouped by condition.; Figure S2: Tree plots showing enriched BP GO terms in comparison with LL 10 mM condition. (a) Repressed genes. From left to right: HL 10 mM, LL 1 mM and HL 1 mM. (b) Activated genes. From left to right: LL 1 mM, HL 1 mM.

## References

[1] Del Río E., Acién F.G., Guerrero M.G., Singh O.V., Harvey S.P. (2010). Photoautotrophic Production of Astaxanthin by the Microalga *Haematococcus pluvialis*. Sustainable Biotechnology: Sources of Renewable Energy.

[2] Chisti Y. (2007). Biodiesel from Microalgae. Biotechnol. Adv..

[3] Wijffels R.H., Barbosa M.J. (2010). An Outlook on Microalgal Biofuels. Science.

[4] Hu Q., Sommerfeld M., Jarvis E., Ghirardi M., Posewitz M., Seibert M., Darzins A. (2008). Microalgal Triacylglycerols as Feedstocks for Biofuel Production: Perspectives and Advances. Plant J..

[5] Demmig-Adams B., Adams W.W. (2002). Antioxidants in Photosynthesis and Human Nutrition. Science.

[6] Sun T., Rao S., Zhou X., Li L. (2022). Plant Carotenoids: Recent Advances and Future Perspectives. Mol. Hortic..

[7] Gómez-Sagasti M.T., López-Pozo M., Artetxe U., Becerril J.M., Hernández A., García-Plazaola J.I., Esteban R. (2023). Carotenoids and Their Derivatives: A “Swiss Army Knife-like” Multifunctional Tool for Fine-Tuning Plant-Environment Interactions. Environ. Exp. Bot..

[8] Dose J., Matsugo S., Yokokawa H., Koshida Y., Okazaki S., Seidel U., Eggersdorfer M., Rimbach G., Esatbeyoglu T. (2016). Free Radical Scavenging and Cellular Antioxidant Properties of Astaxanthin. Int. J. Mol. Sci..

[9] Ambati R.R., Moi P.S., Ravi S., Aswathanarayana R.G. (2014). Astaxanthin: Sources, Extraction, Stability, Biological Activities and Its Commercial Applications—A Review. Mar. Drugs.

[10] Lorenz R.T., Cysewski G.R. (2000). Commercial Potential for Haematococcus Microalgae as a Natural Source of Astaxanthin. Trends Biotechnol..

[11] Donoso A., González-Durán J., Muñoz A.A., González P.A., Agurto-Muñoz C. (2021). Therapeutic Uses of Natural Astaxanthin: An Evidence-Based Review Focused on Human Clinical Trials. Pharmacol. Res..

[12] Fumia A., Cicero N., Gitto M., Nicosia N., Alesci A. (2021). Role of Nutraceuticals on Neurodegenerative Diseases: Neuroprotective and Immunomodulant Activity. Nat. Prod. Res..

[13] Rao A.V., Rao L.G. (2007). Carotenoids and Human Health. Pharmacol. Res..

[14] Li L.H., Lee J.C.Y., Leung H.H., Lam W.C., Fu Z., Lo A.C.Y. (2020). Lutein Supplementation for Eye Diseases. Nutrients.

[15] Feng L., Nie K., Jiang H., Fan W. (2019). Effects of Lutein Supplementation in Agerelated Macular Degeneration. PLoS ONE.

[16] van Bergeijk S.A., Paullada Salmerón J.A., López Pérez A.I., Moreno J., Cañavate J.P., García-González M. (2013). Lutein Enrichment of the Rotifer *Brachionus* sp. Using Freeze-Dried *Muriellopsis* sp. Cells. Aquac. Res..

[17] Lin J.-H., Lee D.-J., Chang J.-S. (2015). Lutein Production from Biomass: Marigold Flowers versus Microalgae. Bioresour. Technol..

[18] Fu Y., Wang Y., Yi L., Liu J., Yang S., Liu B., Chen F., Sun H. (2023). Lutein Production from Microalgae: A Review. Bioresour. Technol..

[19] Mota G.C.P., Moraes L.B.S.d., Oliveira C.Y.B., Oliveira D.W.S., Abreu J.L.d., Dantas D.M.M., Gálvez A.O. (2022). Astaxanthin from *Haematococcus pluvialis*: Processes, Applications, and Market. Prep. Biochem. Biotechnol..

[20] Hoys C., Romero-Losada A.B., del Río E., Guerrero M.G., Romero-Campero F.J., García-González M. (2021). Unveiling the Underlying Molecular Basis of Astaxanthin Accumulation in *Haematococcus* through Integrative Metabolomic-Transcriptomic Analysis. Bioresour. Technol..

[21] Raposo M.F.d.J., De Morais A.M.M.B., De Morais R.M.S.C. (2015). Carotenoids from Marine Microalgae: A Valuable Natural Source for the Prevention of Chronic Diseases. Mar. Drugs.

[22] Ip P.F., Wong K.H., Chen F. (2004). Enhanced Production of Astaxanthin by the Green Microalga *Chlorella zofingiensis* in Mixotrophic Culture. Process Biochem..

[23] Chen J.H., Wei D., Lim P.E. (2020). Enhanced Coproduction of Astaxanthin and Lipids by the Green Microalga *Chromochloris zofingiensis*: Selected Phytohormones as Positive Stimulators. Bioresour. Technol..

[24] Mulders K.J.M., Janssen J.H., Martens D.E., Wijffels R.H., Lamers P.P. (2014). Effect of Biomass Concentration on Secondary Carotenoids and Triacylglycerol (TAG) Accumulation in Nitrogen-Depleted *Chlorella zofingiensis*. Algal Res..

[25] Liu J., Sun Z., Zhong Y., Gerken H., Huang J., Chen F. (2013). Utilization of Cane Molasses towards Cost-Saving Astaxanthin Production by a *Chlorella zofingiensis* Mutant. J. Appl. Phycol..

[26] Sun N., Wang Y., Li Y.T., Huang J.C., Chen F. (2008). Sugar-Based Growth, Astaxanthin Accumulation and Carotenogenic Transcription of Heterotrophic *Chlorella zofingiensis* (Chlorophyta). Process Biochem..

[27] Del Campo J.A., Rodríguez H., Moreno J., Vargas M.Á., Rivas J., Guerrero M.G. (2004). Accumulation of Astaxanthin and Lutein in *Chlorella zofingiensis* (Chlorophyta). Appl. Microbiol. Biotechnol..

[28] Liu J., Sun Z., Gerken H., Liu Z., Jiang Y., Chen F. (2014). *Chlorella zofingiensis* as an Alternative Microalgal Producer of Astaxanthin: Biology and Industrial Potential. Mar. Drugs.

[29] Roth M.S., Cokus S.J., Gallaher S.D., Walter A., Lopez D., Erickson E., Endelman B., Westcott D., Larabell C.A., Merchant S.S. (2017). Chromosome-Level Genome Assembly and Transcriptome of the Green Alga *Chromochloris zofingiensis* Illuminates Astaxanthin Production. Proc. Natl. Acad. Sci. USA.

[30] Roth M.S., Gallaher S.D., Westcott D.J., Iwai M., Louie K.B., Mueller M., Walter A., Foflonker F., Bowen B.P., Ataii N.N. (2019). Regulation of Oxygenic Photosynthesis during Trophic Transitions in the Green Alga *Chromochloris zofingiensis*. Plant Cell.

[31] Huang W., Ye J., Zhang J., Lin Y., He M., Huang J. (2016). Transcriptome Analysis of *Chlorella zofingiensis* to Identify Genes and Their Expressions Involved in Astaxanthin and Triacylglycerol Biosynthesis. Algal Res..

[32] Ip P.-F., Chen F. (2005). Production of Astaxanthin by the Green Microalga *Chlorella zofingiensis* in the Dark. Process Biochem..

[33] Liu J., Mao X., Zhou W., Guarnieri M.T. (2016). Simultaneous Production of Triacylglycerol and High-Value Carotenoids by the Astaxanthin-Producing Oleaginous Green Microalga *Chlorella zofingiensis*. Bioresour. Technol..

[34] Zhang Y., Ye Y., Bai F., Liu J. (2021). The Oleaginous Astaxanthin-Producing Alga *Chromochloris zofingiensis*: Potential from Production to an Emerging Model for Studying Lipid Metabolism and Carotenogenesis. BioMed Cent..

[35] Ali H.E.A., Vorisek F., Dowd S.E., Kesner S., Song Y., Qian D., Crocker M. (2022). Formation of Lutein, β-Carotene and Astaxanthin in a Coelastrella Sp. Isolate. Molecules.

[36] Shah M.d.M.R., Liang Y., Cheng J.J., Daroch M. (2016). Astaxanthin-Producing Green Microalga *Haematococcus pluvialis*: From Single Cell to High Value Commercial Products. Front. Plant Sci..

[37] Del Campo J.A., Moreno J., Rodríguez H., Angeles Vargas M., Rivas J., Guerrero M.G. (2000). Carotenoid Content of Chlorophycean Microalgae: Factors Determining Lutein Accumulation in *Muriellopsis* sp. (Chlorophyta). J. Biotechnol..

[38] Ambati R.R., Ravi S., Aswathanarayana R.G. (2010). Enhancement of Carotenoids in Green Alga-*Botryococcus braunii* in Various Autotrophic Media under Stress Conditions. Int. J. Biomed. Pharm. Sci..

[39] Minhas A.K., Hodgson P., Barrow C.J., Adholeya A. (2016). A Review on the Assessment of Stress Conditions for Simultaneous Production of Microalgal Lipids and Carotenoids. Front. Microbiol..

[40] Zhang Y., Shi M., Mao X., Kou Y., Liu J. (2019). Time-Resolved Carotenoid Profiling and Transcriptomic Analysis Reveal Mechanism of Carotenogenesis for Astaxanthin Synthesis in the Oleaginous Green Alga *Chromochloris zofingiensis*. Biotechnol. Biofuels.

[41] Chen Q., Chen Y., Hu Q., Han D. (2023). Metabolomic Analysis Reveals Astaxanthin Biosynthesis in Heterotrophic Microalga *Chromochloris zofingiensis*. Bioresour. Technol..

[42] Molina Grima E., Sánchez Pérez J.A., Garcia Camacho F., Garcia Sánchez J.L., López Alonso D. (1993). N-3 PUFA Productivity in Chemostat Cultures of Microalgae. Appl. Microbiol. Biotechnol..

[43] Ye Y., Huang J.-C. (2020). Defining the Biosynthesis of Ketocarotenoids in *Chromochloris zofingiensis*. Plant Divers..

[44] Kou Y., Liu M., Sun P., Dong Z., Liu J. (2020). High Light Boosts Salinity Stress-Induced Biosynthesis of Astaxanthin and Lipids in the Green Alga *Chromochloris zofingiensis*. Algal Res..

[45] Arnon D.I., McSwain B.D., Tsujimoto H.Y., Wada K. (1974). Photochemical Activity and Components of Membrane Preparations from Blue-Green Algae. I. Coexistence of Two Photosystems in Relation to Chlorophyll a and Removal of Phycocyanin. Biochim. Biophys. Acta-Bioenerg..

[46] Del Río E., Acién F.G., García-Malea M.C., Rivas J., Molina-Grima E., Guerrero M.G. (2005). Efficient One-Step Production of Astaxanthin by the Microalga *Haematococcus pluvialis* in Continuous Culture. Biotechnol. Bioeng..

[47] Cawse P.A. (1967). The Determination of Nitrate in Soil Solutions by Ultraviolet Spectrophotometry. Analyst.

[48] Romero-Losada A.B., Arvanitidou C., de los Reyes P., García-González M., Romero-Campero F.J. (2022). ALGAEFUN with MARACAS, MicroALGAE FUNctional Enrichment Tool for MicroAlgae RnA-Seq and Chip-Seq AnalysiS. BMC Bioinform..

[49] Pertea M., Kim D., Pertea G.M., Leek J.T., Salzberg S.L. (2016). Transcript-Level Expression Analysis of RNA-Seq Experiments with HISAT, StringTie and Ballgown. Nat. Protoc..

[50] Willforss J., Chawade A., Levander F. (2019). NormalyzerDE: Online Tool for Improved Normalization of Omics Expression Data and High-Sensitivity Differential Expression Analysis. J. Proteome Res..

[51] Goodstein D.M., Shu S., Howson R., Neupane R., Hayes R.D., Fazo J., Mitros T., Dirks W., Hellsten U., Putnam N. (2012). Phytozome: A Comparative Platform for Green Plant Genomics. Nucleic Acids Res..

# Supplementary material for: Acute Combination of Nitrogen Deprivation and High Irradiance Induces the Simultaneous Accumulation of Astaxanthin and Lutein in Continuous Cultures of the Microalga Chromochloris zofingiensis
**Source:** Plants (Basel). 2026 Mar 14;15(6):902. doi: 10.3390/plants15060902
**Supplement:** Supplementary file 1

Table S1. Significance analysis for the effect of light, nitrate and their interaction on the levels of the different carotenoids and main carotenogenic enzymes. Both gene IDs and common names are provided for the latter. First three columns indicate the corresponding p-values from ANOVA analysis of each factor.

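Table S1 lists 25 carotenogenic gene IDs and 11 carotenoid measures, each with a p-value for nitrate, for light and for their interaction, and a mark where the value counts as significant. The methods describe a two-way model with interaction, refitted without the interaction where that term was not significant. The carotenoid measures were not analysed here. For the genes, a model of this form on quantile-normalized log2(FPKM + 1), with each gene's own variance and unadjusted p, gave 22 nitrate, 18 light and 11 interaction calls. With limma's moderated variance and unadjusted p there were 21, 17 and 11 calls, the differing genes being PSY Cz05g32220 for nitrate and VDE Cz06g01120 for light. PSY Cz05g32220 had a nitrate effect of −0.12 (adjusted p = 0.0835) on the log2 scale from limma, and VDE Cz06g01120 a light effect of 0.12 (adjusted p = 0.222). The marks for all 25 genes were the same as the calls of the first of these models, so a mark is a lower bar than an adjusted p over all genes.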

nitrate	light	interaction	assumptions	name	nit_sig	light_sig	int_sig	ids
1.87E-03	3.45E-05	0.42588569	TRUE	neoxanthin	*	*	-	neoxanthin
3.29E-08	2.65E-08	1.45E-06	FALSE	violaxanthin	*	*	*	violaxanthin
8.62E-06	6.52E-09	0.00017164	TRUE	astaxanthin	*	*	*	astaxanthin
5.71E-08	0.00012639	0.00505523	FALSE	lutein	*	*	*	lutein
5.80E-00	5.93E-03	5.93E-03	TRUE	zeaxanthin	*	*	*	zeaxanthin
1.14E-01	1.21E-05	1.42E-04	TRUE	canthaxantin	*	*	*	canthaxantin
1.01E-01	8.84E-03	1.28E-04	TRUE	astaxanthin_esterified	*	*	*	astaxanthin_esterified
3.68E-02	6.69E-06	2.50E-07	TRUE	adonixanthin	*	*	*	adonixanthin
2.90E-08	0.00113309	0.74004157	TRUE	a-carotene	*	*	-	a-carotene
0.121232	0.6232917	9.70E-09	FALSE	b-carotene	-	-	*	b-carotene
3.83E-07	0.0001653	0.00604979	TRUE	antheraxantion	*	*	*	antheraxantion
0.00021797	0.00060651	0.00933642	TRUE	BKT1	*	*	*	Cz13g13100
3.17E-09	0.04842294	0.5825	TRUE	BKT2	*	*	-	Cz04g11250
0.06513144	0.0009623	0.00050217	TRUE	CYP97A1	-	*	*	Cz13g16110
3.86E-05	3.62E-07	0.0833426	TRUE	CYP97A2	*	*	-	Cz09g14130
3.43E-07	0.00192263	0.00200967	TRUE	CYP97C	*	*	*	Cz09g07100
0.03460289	0.53291318	0.58009615	TRUE	CHYb	*	-	-	Cz12g16080
0.04824649	0.18328346	0.01142329	TRUE	PSY	*	-	*	Cz05g32220
0.10778513	0.36882949	0.1132702	TRUE	PSY	-	-	-	Cz05g32230
5.73E-08	0.0057856	0.58773753	TRUE	PDS	*	*	-	Cz02g32280
3.13E-05	0.12358769	0.42949902	TRUE	PDS	*	-	-	Cz07g17250
0.00171484	0.00026179	0.3900462	TRUE	PDS	*	*	-	Cz08g09110
3.87E-08	9.24E-08	0.00371019	TRUE	ZDS	*	*	*	Cz10g17010
4.29E-09	0.00024867	0.11350975	TRUE	ZISO	*	*	-	Cz10g17130
3.95E-06	0.17021665	0.00739225	TRUE	CRTISO	*	-	*	Cz16g01210
0.00036343	3.24E-08	0.55178057	TRUE	CRTISO1	*	*	-	Cz12g03260
9.45E-07	1.46E-07	0.03828593	TRUE	CRTISO2	*	*	*	Cz14g22040
7.51E-06	1.70E-09	0.0595653	TRUE	LCYe	*	*	-	Cz09g18310
0.20661904	9.97E-09	0.36201076	TRUE	LCYb	-	*	-	Cz12g10170
0.00450304	0.0020518	0.32084781	TRUE	CRUP	*	*	-	Cz07g07080
1.00E-05	0.00035122	0.01952858	TRUE	CVDE	*	*	*	Cz13g15030
1.37E-08	4.99E-08	0.00085119	TRUE	ZEP	*	*	*	Cz07g30060
1.02E-06	0.05693116	0.36738701	TRUE	VDE	*	-	-	Cz06g02070
6.50E-07	0.03220148	0.19367468	TRUE	VDE	*	*	-	Cz06g01120
1.78E-09	0.18901712	0.00025783	TRUE	NSY	*	-	*	Cz15g04070
4.64E-08	0.00041221	0.00075719	TRUE	NSY	*	*	*	Cz01g02290

How the deposited data were processed for this re-analysis (not part of the article)

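Gene expression was measured by RNA-seq in continuous cultures of *C. zofingiensis* under 4 conditions, LL 10 mM, HL 10 mM, LL 1 mM and HL 1 mM, with 3 libraries each. The authors made stranded mRNA libraries and ran the MARACAS pipeline, with FastQC for read quality, HISAT2 for mapping and StringTie for quantification, on the published genome and its annotation. The paper's methods give the versions of these tools. The paper's methods add a quantile normalization chosen with NormalyzerDE, thresholds for differential expression of a 2-fold change and an adjusted p under 0.05, and a two-way model of the carotenogenic genes. The paper's text does not name the test behind the counts of differentially expressed genes. The expression table holds values before the quantile normalization, 1 column per library. They are decimals that are never negative, and their sums differ between libraries, so they were taken as FPKM. These FPKM values are used as deposited, after the authors' mapping with HISAT2 and quantification with StringTie. The paper states a read number per sample, but the table carries no counts, so the depth behind each value and its counting error are unknown.

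All computations used R 4.3.3 and limma 3.58.1. Of 15274 genes, 358 were at 0 in all 12 libraries and were left out, and no other filter was applied. A pseudocount of 1 was added, log2 was taken, and the 14916 remaining genes were quantile-normalized across the 12 libraries. A model with the 4 conditions was fitted with limma's default empirical Bayes step (prior degrees of freedom 2.63), and each condition was compared with LL 10 mM. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested and a change of at least 2-fold on that scale. Single genes were called at the adjusted p alone. For nitrate, light and their interaction, a limma model with both factors was fitted. Where a gene's interaction had an unadjusted p of 0.05 or more, its nitrate and light effects were taken from the model without the interaction. With 3 libraries against 3, the smallest p of an exact permutation test is 0.1, so single comparisons rest on the variance that limma pools across genes. The 3 comparisons share the LL 10 mM libraries, and the correlation and covariance of their fold changes across genes were set beside 50 simulations of unchanged groups against those libraries.

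The genes named were fixed before the data were examined as the 25 gene IDs of Table S1, whose p-values in the paper had been seen, and the 2 gene IDs that rose most and the 2 that fell most in HL 1 mM against LL 10 mM, among called genes whose 3 libraries all lay on the same side of the 3 control libraries. The data used here did not pair the other gene IDs with products. Lists of other pathways, gene ontology terms and the methylerythritol phosphate pathway were therefore not analysed here. The paper used the Phytozome annotation for its gene ontology analysis. Cell type markers do not apply to cultures of a unicellular alga. Carotenoid contents, biomass and the chemostat measurements were not analysed here.

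The alternatives tried were a pseudocount of 0.1, a filter on genes with a mean FPKM under 1, no quantile normalization, scaling to the same median, a trended and robust empirical Bayes step, the replicate number as a block, leaving out each library in turn, fits with the 6 libraries compared, the adjusted p alone, the interaction kept in every gene's model, unmoderated variances and a linear scale. The same steps were tested on simulated data with 14916 genes. Of 100 genes changed 2-fold, 99% were found at the adjusted p and 45% passed the fold threshold as well, and of 100 genes changed 4-fold, 100% passed both. Among the unchanged genes, 12 passed the adjusted p and 2 both thresholds. The simulated changes were confined to HL 1 mM and to genes of intermediate level, as many up as down. No shift over most genes was simulated, so the normalization was not tested for data where most genes change, as with nitrate here.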

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

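The tests of the higher FPKM at 1 mM nitrate, of BKT1 and of the VDE and NSY genes were chosen after the results were seen, whereas the other splits of the libraries were set before.

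For 4 of the 25 carotenogenic genes, the light response differed between the nitrate levels by the interaction in limma, adjusted over all genes. CYP97A1 had an interaction of −0.45 (standard error 0.10, adjusted p = 0.0306), from light effects of 0.42 at 10 mM and −0.02 at 1 mM. ZEP had an interaction of 0.54 (standard error 0.11, adjusted p = 0.0267), from light effects of −0.83 at 10 mM and −0.29 at 1 mM. NSY Cz15g04070 had 0.74 (standard error 0.12, adjusted p = 0.012), from light effects of −0.46 at 10 mM and 0.28 at 1 mM, and NSY Cz01g02290 had 1.05 (standard error 0.19, adjusted p = 0.0153), from light effects of −1.10 at 10 mM and −0.05 at 1 mM. The interaction of CYP97A1 was no longer past the threshold without LL 10 mM replicates 2 and 3 (adjusted p = 0.0684 and 0.0699), HL 10 mM replicates 1 and 2 (0.0568 and 0.0639), LL 1 mM replicates 1 and 2 (0.0603 and 0.0661) or HL 1 mM replicates 2 and 3 (0.0656 and 0.0640). That of ZEP was no longer past it without LL 10 mM replicates 2 and 3 (0.0582 and 0.0508), HL 10 mM replicates 1 and 2 (0.0538 and 0.0582), LL 1 mM replicate 2 (0.0721) or HL 1 mM replicates 1 and 3 (0.0577 for each).

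Of the 4 gene IDs with the largest changes in HL 1 mM, 2 also had an interaction. Cz08g26250 had −0.78 (standard error 0.17, adjusted p = 0.0286), from light effects of 1.12 at 10 mM and 0.34 at 1 mM. Cz01g35120 had 2.00 (standard error 0.34, adjusted p = 0.0136), from light effects of −2.88 at 10 mM and −0.88 at 1 mM, but its means at 1 mM were 1.67 and 0.452 normalized FPKM, near the pseudocount of 1, and with a pseudocount of 0.1 its interaction was 0.89 (standard error 0.95, adjusted p = 0.62), which did not pass. That of Cz08g26250 was −0.83 (standard error 0.18, adjusted p = 0.0382) with it. Across all genes, which the paper did not test for an interaction, 817 had one, between 205 without LL 1 mM replicate 2 and 1414 without LL 1 mM replicate 3. Groups of 3 libraries are too small for the test of single deviating samples used here, so none was tested.

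Before normalization, the median FPKM was higher at 1 mM than at 10 mM nitrate. When the 100 most abundant genes were left out and each library was rescaled, the genes of lower expression kept 74.3% of their median log2 nitrate effect at LL and 87.0% at HL, which argues against a fall of the most abundant transcripts as their whole cause. The genes of higher expression kept 45.1% at LL and 58.3% at HL, so for them this explanation stays open. The summed FPKM of the genes of lower expression was 1.48 times as high at 1 mM, with 47823 to 59237 in the 6 libraries there against 32400.5 to 38953 at 10 mM, which argues against values lost at 0 through lower depth. A change of total RNA per cell with nitrate was not tested and may also contribute.

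BKT1 was higher in HL 1 mM than the separate nitrate and light effects add up to. The excess was also found without quantile normalization (unadjusted p of the interaction 0.0184) and whichever of the 12 libraries was left out (highest unadjusted p = 0.0116). This argues against the normalization or a single library as its cause. The excess was there on the linear scale too (unadjusted p = 0.00463). With both separate effects upward, an excess on the log scale implies one on the linear scale. That check could therefore not turn the other way and decides nothing about the log scale. A response of BKT1 to light that is stronger when nitrate is low is therefore a candidate explanation, found and tested on the same libraries. Light per cell may differ between the nitrate levels and was not analysed here. The interaction did not pass the adjusted threshold over all genes, where its adjusted p was 0.0586, although it did without HL 10 mM replicate 3 (0.0371) and without HL 1 mM replicate 3 (0.0377).

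As means over both lights, the 2 gene IDs of VDE moved in opposite directions with nitrate, and so did those of NSY. The log2 ratio of VDE Cz06g02070 to Cz06g01120 changed by −1.29 from 10 to 1 mM, from between 2.06 and 2.30 to between 0.72 and 1.05 (6 libraries each). That of NSY Cz15g04070 to Cz01g02290 changed by 1.43, from between −1.61 and −0.58 to between 0.21 and 0.59. The nitrate effects, as means over both lights, had opposite signs in 4 of 4 combinations of enzyme and other scaling. For VDE this argues against the scaling as the cause. For NSY at HL the opposite directions depended on the scaling. From 10 to 1 mM there, NSY Cz01g02290 fell from 17.8 to 14.6 mean normalized FPKM but rose from 15.4 to 18.7 as deposited. NSY Cz15g04070 rose there on both scales, from 9.36 to 27.3 as deposited. Reads shared between the gene IDs or assigned differently between them stay open. The IDs were picked for moving in opposite directions, and the ratios only restate that. Different regulation of the gene copies by nitrate was not tested.

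Other splits of the libraries were used to ask whether chance could give as many calls. For nitrate, 1 of 100 splits, the real one, called 9619 genes, and the highest of the others called 5157. For light the real split called 1456 genes and the highest other 797. For the interaction, libraries were regrouped after the additive nitrate and light effects were removed, and these counts were 817 and 287. For the carotenogenic genes, these pairs were 21 and 11 for nitrate, 13 and 4 for light and 4 and 0 for the interaction. For each of these 6 counts, only the real grouping of the 100 drawn reached its count. Other groupings mix libraries of different conditions, which widens the spread within groups and lowers their counts. They therefore make a chance origin less likely without excluding it. They also say nothing of differences between cultures if the libraries of a condition share one. The interaction counts also rest on single libraries, with 205 genes without LL 1 mM replicate 2 and 2 carotenogenic genes without LL 10 mM replicate 2, HL 10 mM replicate 1, HL 10 mM replicate 2 or LL 1 mM replicate 2. For the comparisons with LL 10 mM, 3 libraries against 3 make 10 splits, too few for a share under 0.05, and the real and the highest other counts were 238 and 38 in HL 10 mM, 1124 and 0 in LL 1 mM, and 1595 and 0 in HL 1 mM.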

How the results depend on the processing

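The filter on low values applied after the normalization was chosen after seeing the data, and all other alternatives were set before the data were examined. Of 100 gene-level results (25 genes in 3 comparisons and the interaction), 100 kept their direction and side of the threshold with a pseudocount of 0.1, 98 with the filter before and 99 with the filter after the normalization, 96 with a trended and robust prior, 97 with the replicate block, 80 with median scaling and 59 without quantile normalization, and so did 1133 of 1200 when a library was left out. With a pseudocount of 0.1 there were 138 activated and 259 repressed genes in HL 10 mM, 715 repressed in LL 1 mM and 993 repressed in HL 1 mM, 628 shared repressed genes of LL 1 mM and HL 1 mM and 72 shared activated genes of HL 10 mM and HL 1 mM, and the correlations across genes were 0.78 for nitrate at LL and HL and 0.11 for nitrate and light. Without quantile normalization there were 1803 activated and 202 repressed genes in LL 1 mM and 2679 and 257 in HL 1 mM, 1693 and 191 shared, 66 activated shared by HL 10 mM and HL 1 mM, 2500 genes with a light effect and 7 carotenogenic genes with an interaction. With the adjusted p alone, by construction a wider call, there were 866 and 846 genes in HL 10 mM, 3179 and 3757 in LL 1 mM and 3730 and 4303 in HL 1 mM, with 2790 and 3249 shared by LL 1 mM and HL 1 mM and 404 and 466 by HL 10 mM and HL 1 mM. With the replicate block there were 1582 interactions, and on the linear scale with unmoderated variances 8 carotenogenic genes had one. Directions that turned without quantile normalization were, in HL 10 mM, CHYb 0.0064, PSY Cz05g32220 0.096, PSY Cz05g32230 0.14 and VDE Cz06g02070 0.12; in LL 1 mM, CYP97C 0.031, PSY Cz05g32230 0.019, PDS Cz08g09110 0.11, CRTISO1 0.17 and CRUP 0.29; in HL 1 mM, CYP97C 0.096, PSY Cz05g32220 0.29, PSY Cz05g32230 0.22, PDS Cz02g32280 0.055, ZDS 0.24 and ZISO 0.26; and in the interaction, CYP97A2 −0.0015, PDS Cz02g32280 −0.067 and LCYb −0.080. With median scaling they were PSY Cz05g32220 0.034, PSY Cz05g32230 0.076 and VDE Cz06g02070 0.061 in HL 10 mM, LCYb −0.13 in LL 1 mM, CYP97A1 −0.069 in HL 1 mM, and in the interaction CYP97A2 −0.075, CHYb −0.021, PSY Cz05g32230 −0.0084, PDS Cz02g32280 −0.14 and LCYb −0.15. When a library was left out, interactions ranged from 205 to 1414 genes and from 2 to 5 carotenogenic genes, and log2 values that turned ranged from −0.0763 to 0.0134 for PSY Cz05g32230 and from −0.0113 to 0.0724 for PDS Cz07g17250 in HL 10 mM, from −0.0308 to 0.0611 for LCYb in LL 1 mM, from −0.13 to 0.0103 for PSY Cz05g32220, from −0.0864 to 0.00307 for PSY Cz05g32230 and from −0.0419 to 0.0635 for CRUP in HL 1 mM, and from −0.00573 to 0.0711 for PDS Cz02g32280 and from −0.11 to 0.000476 for CRTISO1 in the interaction. The cause was not tested. A condition with a library left out has 2 libraries and borrows its spread from the others. Whether replicate numbers pair the libraries stays open: 18 pairs with the same number had correlated deviations from −0.06 to 0.44, 12 of them above 0.1, and 8 of 12 libraries correlated best with their own number. Count tests were not run, since the values are not counts, and depth limits cannot be given without counts.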

Differences from the paper's values

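The trended and robust prior, the scalings, the libraries left out and the unmoderated fits named here were set before the data were examined. The numbers of activated and repressed genes in the 3 comparisons, and of carotenogenic genes with each effect in Table S1, do not differ from the paper's by the criteria used.

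The paper states that the β-cyclases LCYb, CVDE and CRUP were higher in all 3 conditions. Of the 9 values, 3 passed the limma test upward here, CVDE in LL 1 mM and HL 1 mM and LCYb in HL 1 mM. With median scaling LCYb in HL 1 mM did not pass, at 0.05 (adjusted p = 0.537). LCYb and CRUP in HL 10 mM, at 0.20 (adjusted p = 0.0707) and 0.21 (adjusted p = 0.072), pass when adjusted over the list alone (0.0186 for each), without quantile normalization (0.00201 and 0.0325) and with median scaling (0.00885 and 0.0456), and LCYb also with the trended and robust prior (0.0417). LCYb in LL 1 mM, at 0.01 (adjusted p = 0.883), and CRUP in LL 1 mM, at −0.11 (adjusted p = 0.218), are higher past the test without quantile normalization, at 0.27 (adjusted p = 0.00399) and 0.29 (adjusted p = 0.0133), as is CRUP in HL 1 mM, at 0.54 (adjusted p = 0.000235) in place of 0.02 (adjusted p = 0.824). CVDE in HL 10 mM, at 0.12 (adjusted p = 0.289), passed in none of the fits run for single genes, which were those with another pseudocount, filter, scaling, prior or block or a library left out. The fall of LCYe matches the paper's statement in all 3 conditions.

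The paper states that CYP97A1 was higher in all stress conditions and CYP97C in the HL conditions. CYP97A1 passed the test in HL 10 mM, and in LL 1 mM, at 0.14 (adjusted p = 0.123), and HL 1 mM, at 0.12 (adjusted p = 0.174), it passes without quantile normalization (0.000658 and 0.000189). CYP97C was higher in HL 10 mM and lower in HL 1 mM, at −0.22 (adjusted p = 0.00495), and without quantile normalization it was 0.10 (adjusted p = 0.164).

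The paper states that CHYb was higher at low nitrate. The nitrate effect over both lights passed the limma test, at 0.30 (adjusted p = 0.0338), but not with median scaling, at 0.08 (adjusted p = 0.554). The differences from LL 10 mM of 0.23 (adjusted p = 0.274) in LL 1 mM and 0.22 (adjusted p = 0.269) in HL 1 mM pass without quantile normalization (0.0293 and 0.0147), and the latter also without HL 1 mM replicate 3 (0.0401).

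The paper states that BKT1 was higher under nitrate stress and less so under HL alone, and that BKT2 was slightly higher under HL alone. BKT1 in LL 1 mM was 0.29 (adjusted p = 0.0906), and passes at an unadjusted p (0.0479) and without quantile normalization (0.00477). In HL 10 mM, BKT1 was 0.20 (adjusted p = 0.361) and BKT2 0.27 (adjusted p = 0.464), and neither passed in any of those fits for single genes. BKT1 in HL 1 mM and the fall of BKT2 in LL 1 mM match the paper's statements. The fall of BKT2 in HL 1 mM does so after quantile normalization, but without it the limma value was −0.01 (adjusted p = 0.978).

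The paper states that VDE and NSY were higher under nitrate stress. VDE Cz06g01120 and NSY Cz15g04070 had higher values at 1 mM nitrate, with nitrate effects of 0.43 (adjusted p = 2.64e-05) and 0.54 (adjusted p = 2.15e-05), while VDE Cz06g02070 and NSY Cz01g02290 were lower, at −0.69 (adjusted p = 2.29e-07) and −0.79 (adjusted p = 2.68e-05). These limma effects are means over both lights, which differed for NSY. In LL, NSY Cz15g04070 went from 16.3 to 18.5 mean normalized FPKM at 1 mM, and NSY Cz01g02290 from 39.4 to 15.1. In HL they went from 11.6 to 22.7 and from 17.8 to 14.6.

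The paper states an interaction for CVDE, CYP97A1, CYP97C and BKT1. Over all genes CYP97A1 passed here. BKT1, at 0.66 (adjusted p = 0.0586), passes when adjusted over the list alone (0.0205), with the trended and robust prior (0.0441), and without HL 10 mM replicate 3 (0.0371) or HL 1 mM replicate 3 (0.0377). CYP97C, at −0.19 (adjusted p = 0.169), passes at an unadjusted p (0.0323) and without quantile normalization (0.0435), and CVDE, at 0.23 (adjusted p = 0.178), passes at an unadjusted p (0.0357). With unmoderated variances and unadjusted p, the calls for all 25 genes and the 3 effects were those of Table S1.

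In Table S1, the paper's nitrate p-value for zeaxanthin is 5.8, which a p-value cannot be, and the paper's nitrate p-values of 0.114 for canthaxanthin and 0.101 for esterified astaxanthin carry the mark of significance.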

Other observations

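The test of the light response at the 2 nitrate levels was set before its result was seen. Fewer genes passed the test for light at 1 mM than at 10 mM nitrate. Against LL at the same nitrate, 41 genes were higher and 60 lower in HL at 1 mM, and 70 and 168 at 10 mM (limma, adjusted p under 0.05 and 2-fold). Of these genes, 22 were higher and 19 lower at both nitrate levels, and 0 were called in opposite directions. Across genes, which are not independent replicates, the light effects at both nitrate levels had a Pearson r of 0.14 and a Spearman rho of 0.01.

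HL 10 mM and LL 1 mM shared 26 activated and 94 repressed genes, against 3.22 and 4.93 for independent lists, and 17 genes were called in opposite directions. These comparisons share the LL 10 mM libraries, and across genes their log2 fold changes had a Pearson r of 0.22 and a covariance of 0.0443, against means of 0.50 and 0.0118 for unchanged groups simulated against the same controls. The simulated r follows from sharing controls alone when groups have no effects, so it is no bar here. The covariance lay above the simulated mean, so the spread between the control libraries gave only part of it. An offset common to the 3 LL 10 mM libraries was not simulated and could also add to it. How many of the shared genes come from the controls stays open. Of the 1165 genes with both a nitrate and a light effect, 846 had the same direction in both. This was so for 637 of 984 with median scaling and 1615 of 1961 without quantile normalization. In the last setting most effects were upward, 9185 against 1486 for nitrate and 2105 against 395 for light, which alone raises the share with the same direction. The share that unrelated effects would give was not computed. For the nitrate and irradiance steps used, the nitrate effect was larger than the light effect in size for 11972 of all genes. Without quantile normalization this was so for 11945. For the 25 carotenogenic genes this hung on the scaling, with 18 genes after quantile normalization, 19 with median scaling and 11 without quantile normalization.

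A weaker response to light when nitrate is low was asked of the genes with an interaction. If it held, most interactions would run opposite to the light effect. This was so for 66.3% of 817 genes, for 73.3% without quantile normalization and for 73.9% with median scaling. Without LL 1 mM replicate 3 the share was 47.7% of 1414 genes, and in the other 11 fits that left out 1 library it lay between 63.8% and 76.0%, so a weaker light response at low nitrate may hold but stays open.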
